# Transcriptome profile of lung dendritic cells after in vitro porcine reproductive and respiratory syndrome virus (PRRSV) infection

**DOI:** 10.1371/journal.pone.0187735

**Published:** 2017-11-15

**Authors:** Maren Julia Pröll, Christiane Neuhoff, Karl Schellander, Muhammad Jasim Uddin, Mehmet Ulas Cinar, Sudeep Sahadevan, Xueqi Qu, Md. Aminul Islam, Mikhael Poirier, Marcel A. Müller, Christian Drosten, Dawit Tesfaye, Ernst Tholen, Christine Große-Brinkhaus

## Abstract

The porcine reproductive and respiratory syndrome (PRRS) is an infectious disease that leads to high financial and production losses in the global swine industry. The pathogenesis of this disease is dependent on a multitude of factors, and its control remains problematic. The immune system generally defends against infectious diseases, especially dendritic cells (DCs), which play a crucial role in the activation of the immune response after viral infections. However, the understanding of the immune response and the genetic impact on the immune response to PRRS virus (PRRSV) remains incomplete. In light of this, we investigated the regulation of the host immune response to PRRSV in porcine lung DCs using RNA-sequencing (RNA-Seq). Lung DCs from two different pig breeds (Pietrain and Duroc) were collected before (0 hours) and during various periods of infection (3, 6, 9, 12, and 24 hours post infection (hpi)). RNA-Seq analysis revealed a total of 20,396 predicted porcine genes, which included breed-specific differentially expressed immune genes. Pietrain and Duroc infected lung DCs showed opposite gene expression courses during the first time points post infection. Duroc lung DCs reacted more strongly and distinctly than Pietrain lung DCs during these periods (3, 6, 9, 12 hpi). Additionally, cluster analysis revealed time-dependent co-expressed groups of genes that were involved in immune-relevant pathways. Key clusters and pathways were identified, which help to explain the biological and functional background of lung DCs post PRRSV infection and suggest *IL-1β1* as an important candidate gene. RNA-Seq was also used to characterize the viral replication of PRRSV for each breed. PRRSV was able to infect and to replicate differently in lung DCs between the two mentioned breeds. These results could be useful in investigations on immunity traits in pig breeding and enhancing the health of pigs.

## Introduction

Porcine reproductive and respiratory syndrome (PRRS) is one of the most economically important viral pig diseases worldwide [1]. The PRRS virus (PRRSV) is a single-stranded 15 kb positive-sense RNA virus [2,3]. In the late 1980s, the first clinical outbreak was observed in the United States, and in 1991, the virus was isolated and named PRRSV Lelystad strain (LV) in the Netherlands [4,5]. PRRS is characterized by reproductive failure in sows and respiratory disease patterns in pigs of all ages [4,6]. PRRS leads to high financial and production losses in the global swine industry [7–9]. The control of PRRS within a pig population remains problematic due to its etiopathology, which relies on multiple factors, such as infectious agents, the host, environmental and management considerations as well as genetic factors of host and virus [10,11]. Moreover, due to the limited availability of immunologically effective vaccines, the control of PRRSV still remains problematic [12–14].

In several studies, the mechanisms by which PRRSV modulates the innate immune response by altering cytokine patterns have been discussed [15–17]. PRRSV has developed various strategies to evade the host's immune response in innate cells, such as macrophages, monocytes and dendritic cells (DCs) [5,15,16,18–22]. The innate immune response is the first line of defense and activates adaptive host defense mechanisms [23]. DCs are the important antigen-presenting cells that are responsible for the activation of adaptive immune cells and the production of cytokines and chemokines as well as playing a role as intercellular messengers [2,6,24]. These DCs are described as “gatekeepers” of the adaptive immune system (bridge between innate and adaptive immune response) [25]. Furthermore, variations in the host's susceptibility and resistance could be explained by genetic components involved in the response to the PRRSV infection [26,27]. The understanding of the genetic elements, their functions, and the reasons for their resulting ineffective immune response to PRRSV infection still remains unclear. Therefore, the objectives of this study were to investigate the transcriptome profile of lung DCs of two genetically different pig breeds (sire lines) after PRRSV infection in vitro and to examine the temporal changes in transcriptional profiles using the RNA-Seq technology. The transcriptome profiles were obtained by applying a Gene Set Enrichment Analysis (GSEA) to characterize the functional background of lung DCs post PRRSV infection and to improve the understanding of the hosts' innate immune responses. The results will help to improve the health of pigs based on the knowledge gained about the breed-dependent differences in response to PRRSV.

## Materials and methods

### Ethics statements

The research proposal was approved by the Veterinary and Food Inspection Office, Siegburg, Germany (ref. 39600305-547/15). The piglets were exposed to the same unique environmental conditions and humanely euthanized with ketamine and T61 (Pharmazeutische Handelgesellschaft mbH, Garbsen—Berenbostel, Germany). Data recording and sample collection were conducted strictly in line with German animal welfare law.

### Animals and tissues

Three Duroc and three Pietrain female piglets (30 days old) were selected at the teaching and research station in Frankenforst, University of Bonn, Germany. The piglets had been weaned and were free from all major pig diseases (PRRSV, porcine circovirus type 2, porcine parvovirus). The animals were kept and fed according to the institutional guidelines and animal husbandry regulations of Germany (ZDS) [28]. Upon euthanasia, the lungs and trachea were carefully removed and transported on ice to the lab.

### Preparation of porcine dendritic cells

Porcine lung DCs were isolated under sterile conditions as described previously [17] with some additional protocol modifications. First, the lungs were washed with sterile calcium-magnesium free GIBCO^®^ Dulbecco's Phosphate buffer saline (DPBS) (Thermo Scientific^™^, Cat #14190094). Pulmonary alveolar macrophages (PAMs) were removed by lung lavage to minimize cell contamination [29]. Cleaned lung parts were minced into small pieces in ice-cold DPBS. Afterwards, the lung pieces were poured in 50 ml tubes with DPBS supplemented with 2.5 mg of Liberase^™^ TL Research Grade (Roche, Cat #5401119001) and 20 μl of DNase I (Qiagen GmbH, Cat #79254). Incubation was carried out for 2 hours (h) in a 37°C shaking water-bath. The enzyme activity was stopped by adding lung DCs culture medium, which consisted of Roswell Park Memorial Institute (RPMI) 1640 medium (Thermo Scientific^™^, Cat #21875091) supplemented with 10% Fetal Bovine Serum (FBS) (Thermo Scientific^™^, Cat #10270106), 1% Gentamicine (10 mg/ml) (Thermo Scientific^™^, Cat #15710049), 1% Penicillin-Streptomycin 100x concentrate (Penicillin 10.000 U/ml, Streptomycin 10.000 μg/ml) (Thermo Scientific^™^, Cat #15140122), 1% Fungizone^®^ Antimycotic (2.5 μg/ml) (Thermo Scientific^™^, Cat #15290026), and 1% sodium pyruvate 100 mM (Thermo Scientific^™^, Cat #11360070). The composite was filtered through a 70 μm BD cell strainer (BD Biosciences, Cat #352350). Before the cell viability and the cell count were determined, Red Blood Cell (RBC) contamination was removed using RBC lysis buffer. Lung DCs characterization was done with flow cytometry analyses (S1 File).

### PRRSV propagation

European prototype PRRSV strain LV and mycoplasma-free cell line MARC-145 cells were donated by Prof. Dr. Nauwynck from the Department of Virology, Parasitology and Immunology, Ghent University, Belgium [3,30]. MARC-145 cells were used for the PRRSV propagation at about 1–2 days after seeding into a culture flask using Dulbecco's Modified Eagle Medium (Thermo Scientific^™^, Cat #41966052), which contained 10% FBS, 1% Penicillin-Streptomycin 100x concentrate, and 1% Gentamicine in a humidified 5% CO_2_ atmosphere at 37°C. The cytopathic effect was performed after 5–6 days post infection (dpi), and the culture supernatants were collected for use in the plaque assay.

### PRRSV-infected lung DCs

Pietrain and Duroc lung DCs were infected individually for each animal. Lung DCs were seeded in 24-well plates and incubated until the monolayer was confluent. At that moment, the lung DCs were infected with PRRSV LV at a multiplicity of infection of 0.01. PRRSV inoculum in 200 μl of Optipro serum-free medium (OptiPRO^™^ SMF) (Life Technologies GmbH, Cat #12309019) was added to each well. Furthermore, 200 μl of OptiPRO^™^ SMF without PRRSV was placed in the non-infected wells as control (0 h) (S1 Fig). After 1 h of incubation at 37°C in 5% CO_2_, all medium from wells was aspirated, and the cells were washed with DPBS. Subsequently, 500 μl of lung DCs culture medium was added to each well. Lung DCs and the cell culture supernatant were harvested at six different experimental time-points (before (0 h) and 3, 6, 9, 12, and 24 hours post infection (hpi)).

### mRNA isolation for global transcriptome profile

Total cellular mRNA from non-infected (0 h) and infected (3, 6, 9, 12 and 24 hpi) lung DCs within the pooled Pietrain (pool n = 3) and pooled Duroc (pool n = 3) groups was extracted with the AllPrep^®^ DNA/RNA/Protein Mini Kit (Qiagen GmbH, Cat #80004) http://www.qiagen.com/products/rnastabilizationpurification/allprepdnarnaproteinminikit.aspx according to the manufacturer's recommendations with slight modifications of the chemical volumes. The mRNA quantity and quality were measured with a Nanodrop 8000 spectrophotometer (Thermo Scientific) and an Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. In total, 12 lung DCs samples were sent for global transcriptome profiling done by RNA-Seq to GATC Biotech AG (Konstanz, Germany). A TruSeq RNA Sample Preparation Kit (Illumina) was used to prepare 12 RNA samples at GATC Biotech AG. The RNA-Seq library consisted of two pools, each of which included six lung DCs RNA samples. Before starting the Illumina TruSeq RNA Sample Preparation Kit, 10 μl of Rnase and DNase-free water were added to the lung DCs RNA to a total volume of 15 μl. The quality of the libraries was assessed using an Agilent 2100 Bioanalyzer (GATC Biotech AG) based on the RNA integrity number (RIN). RIN between 9.30 and 10 were reported for the lung DCs RNA libraries. Briefly, the RNA-Seq processing was done with the Low-Throughput (LT) Protocol selected from the TruSeq^™^ RNA Sample Preparation Guide. An Illumina Truseq PE Cluster Kit V3 and Illumina TruSeq SBS V3 Kit were used for sequencing. The deep sequencing was performed on an Illumina HiSeq2000 machine with 100 bases in single-read mode. Initial read processing of reads from the Illumina HiSeq2000 were processed using Illumina CASAVA Pipeline Version 1.8.0 software.

### Data analyses

#### Data processing, quality check, and sequence alignment

The quality of the sequenced reads was tested with the FastQC tool [31,32]. The analysis included basic statistics, such as the sequence quality per base, sequence quality scores, base sequence content, base GC content, sequence GC content, base N content, sequence length distribution, sequence duplication levels, overrepresented sequences, and Kmer Content. In the next step, all overrepresented sequences and adapter sequences were trimmed using cutadapt software [32,33] with an error rate fixed at 5%, and overlapping rate fixed at 80%. Based on the first quality control, the first 15 bp from the raw sequence data were removed with the seqtk tool [34]. The cutadapt software removed sequence pieces that were lower than 50 bp and trimmed the sequence part with pHRED score lower than 20 (-q20). FastQC was finally used to control the filter steps and the conclusive data quality.

The alignment of the reference genome sequence set *Sus scrofa* 10.2 [35] was performed with TopHat [36], which is an efficient read-mapping algorithm designed to align reads and makes substantial use of the tool Bowtie 2 [37,38]. The SAMStat program [39] was used to display all statistics for mapped and unmapped reads. The toolset bedtools [40] and gene information from Entrez Gene ID [41] were used to display an expression table of all 12 samples after RNA-Seq.

Furthermore, the virus sequence alignment was performed with the complete LV strain genome (GenBank: M96262). This sequence mapping permits the identification of virus absence or presence in all 12 lung DCs samples and to determine virus growth during PRRSV infection. In the following step, the mapped and unmapped reads of the alignment of the reference genome were used for the viral strain alignment using the mapping tool Bowtie 2.

#### Normalization and differentially expressed gene analysis

The read count dataset was normalized using the DESeq Bioconductor package [42] in R Project, this calculation based on a DESeq estimated size factor and the size factor function [43]. Genes were excluded from further analysis if they showed a read value of 0 for both breeds at non-infected (0 h) and infected time points (3, 6, 9, 12, and 24 hpi). After that, differentially expressed genes were further determined with the DESeq Bioconductor package. Differentially expressed genes were detected by an expression pairwise contrast between PRRSV infected (3, 6, 9, 12, and 24 hpi) and non-infected cells (0 h). The statistical criteria were defined by a log2 fold change ≥ 1 or ≤ -1, p ≤ 0.05, and False Discovery Rate (FDR) of 10%.

#### Analyses of clusters, pathway enrichment, and gene ontology

All genes were selected for the cluster and network analyses using the D-NetWeaver Software [44]. Using this software, clusters of individual genes were grouped if their expression pattern was similar during the whole experiment (before 0 h, and 3, 6, 9, 12, as well as 24 hpi). The gene expression data modeling was done with mclust algorithms provided in R. This process started with the modulation of ‘mean curves’ for each cluster of genes with a smoothing spline. The Bayesian Information Criterion (BIC) represented the final number of clusters.

Functional annotation analysis of all clusters was performed using a hyper geometric gene set enrichment test in R. The Bioconductor packages biomaRt [45], org.Ss.eg.db: Genome wide annotation for Pig [46], GSEABase [47], and GOstats [48] were used for the pathway enrichment and Gene Ontology (GO) analyses. In this process, overrepresented gene sets were defined by the Kyoto Encyclopedia of Genes and Genomes database (KEGG) [49] or by the GO database and were tested using Fisher's exact test. The GO terms biological processes (BP), cellular components (CC) and molecular functions (MF) which reached statistical significance (p ≤ 0.05) were selected for the following investigations. Additionally, multiple testing corrections were preformed using FDR estimation of Benjamini-Hochberg and the Bonferroni correction (Bon. Adjusted p-values). Finally, the differently expressed genes detected for both breeds were grouped in the identified clusters.

## Results and discussion

### Transcriptome profile analysis post PRRSV infection

In the present study, the RNA-Seq technique was used for the first time to characterize transcriptional changes after PRRSV infection in Pietrain and Duroc lung DCs. The RNA-Seq analysis obtained a total number of reads between 20.9 and 30.2 million for each library and between 12.9 to 29.5 million reads after all filtration steps. 

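RNA of lung DCs from 3 Pietrain and 3 Duroc piglets was pooled by breed and time point and sequenced as 12 libraries, 6 per breed. Each breed has 1 library of non-infected cells (0 h) and 1 library each at 3, 6, 9, 12 and 24 hpi. The 3 animals of a pool cannot be told apart, and no non-infected cells were collected after 0 h, so that time in culture and infection change together. The deposited table gives read counts per gene, made by the authors with trimming (cutadapt, seqtk), alignment to the pig genome (TopHat, Bowtie 2) and counting (bedtools, Entrez Gene IDs). Its total counts, which are the depth used here, ranged from 10123729 (3 hpi) to 19739719 (6 hpi) in Pietrain, with a median of 17813785. In Duroc they ranged from 17943836 (24 hpi) to 23052525 (12 hpi), with a median of 18194012.5. The counts were scaled with DESeq size factors, as in the paper. For each breed, the mean of the 5 infected libraries was compared with 0 h in a single edgeR quasi-likelihood fit of all 12 libraries with a trend on log2 hours, which leaves 6 residual degrees of freedom. The biological coefficient of variation was 0.311, and it is estimated from the scatter of the infected libraries around their trend. Genes were called at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1. A trend was expressed as the log2 fold change from 3 to 24 hpi on the fitted line, which can differ from that between these 2 libraries. A trend fitted without the 3 or 24 hpi library keeps this scale and so extends beyond the times fitted. Ratios at a single time point compare 1 library with 1 library and have no replicate check. Their 95% exact binomial intervals cover counting error only. The tests of the 36 gene lists used camera with a preset correlation of 0.01. In simulated data at this design, 73.1% of the genes given a log2 change of 2 in Pietrain and 65.7% of those in Duroc were called.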

In total, 74.8% to 81.3% of the read counts mapped with the reference *Sus scrofa* genome, while 18.7% to 25.2% were identified as unmapped read counts.

Previous studies used the RNA-Seq technology to investigate PAMs and lung tissue post PRRSV infection [15,50], but no analysis had been performed with lung DCs from two different pig breeds!

PRRSV has multiple strategies to evade and modulate the host immune response. Immunomodulation post PRRSV infection resulted in inhibited cell-mediated immune reactions [16,19,20,29]. Lunney et al. [51] postulated that dysregulated expression of immune genes post PRRSV infection leads to a weakened adaptive immune response. DCs play the role of “gatekeepers” of the adaptive immune system [25]. The antigen processing and presentation of DCs and their crucial role in the secretion of inflammatory cytokines ultimately induce the immune response [52]. Rodriguez-Gomez et al. [53] revealed that an interaction between PRRSV infection and antigen-presenting cells (APCs) lead to an inaccurate or a non-effective immune response.

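At 0 h, the most abundant transcripts of both breeds included those of the extracellular matrix proteins fibronectin (FN1), thrombospondin 1 (THBS1) and collagen type I alpha 2 (COL1A2). COL1A2 had 272550 normalized counts in Pietrain and 282760 in Duroc, and ranked 3 and 6 among all genes. Transcripts of the smooth muscle actin ACTA2 reached 129380 normalized counts in Duroc. The scavenger receptor MARCO, a marker of alveolar macrophages, had 353.3 normalized counts in Pietrain and 2275 in Duroc at 0 h, and the MHC class II gene SLA-DRA had 581.3 and 1887. Of the 20396 gene entries in the table, 15185 had at least 1 read in every library and 14407 had a mean normalized count of at least 10. The entries carry 20308 distinct Entrez Gene IDs, since 84 IDs stand on 172 entries, and 15547 entries could be matched to a gene symbol. Neighbouring entries had nearly the same counts in all 12 libraries (within 5% or 3 reads) in 158 of 104685 pairs, against 8 of as many pairs on different chromosomes.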

In the present study, a total of 20,396 porcine predicted genes were determined, and were involved in different signaling cascades affected by PRRSV infection. The temporal (3, 6, 9, 12, and 24 hpi) transcriptome profiles of PRRSV infected lung DCs of the two different breeds could be defined. These predicted genes and their differential expression post PRRSV infection were identified and interpreted.

### PRRSV infection and viral replication in lung DCs

The aim of the LV strain sequence alignment was to identify the presence or absence of PRRSV in non-infected (0 h) and infected (3, 6, 9, 12, and 24 hpi) lung DCs (Fig 1). As expected, none were found in non-infected cells (0 h). Moreover, it was remarkable that the virus growth differed over all infection time points for lung DCs of Pietrain and Duroc piglets. An exponential increase (greater than 17.8-fold) was found for Pietrain lung DCs beginning at 3 hpi and ending at 12 hpi. Interestingly, the virus read counts decreased considerably for Pietrain lung DCs between 12 and 24 hpi. In contrast, the read counts for Duroc at 3, 6, and 9 hpi remained constant. But at 12 hpi the read counts for Duroc lung DCs increased substantially (greater than 21.5-fold) until 24 hpi (Fig 1).

**Fig 1:**
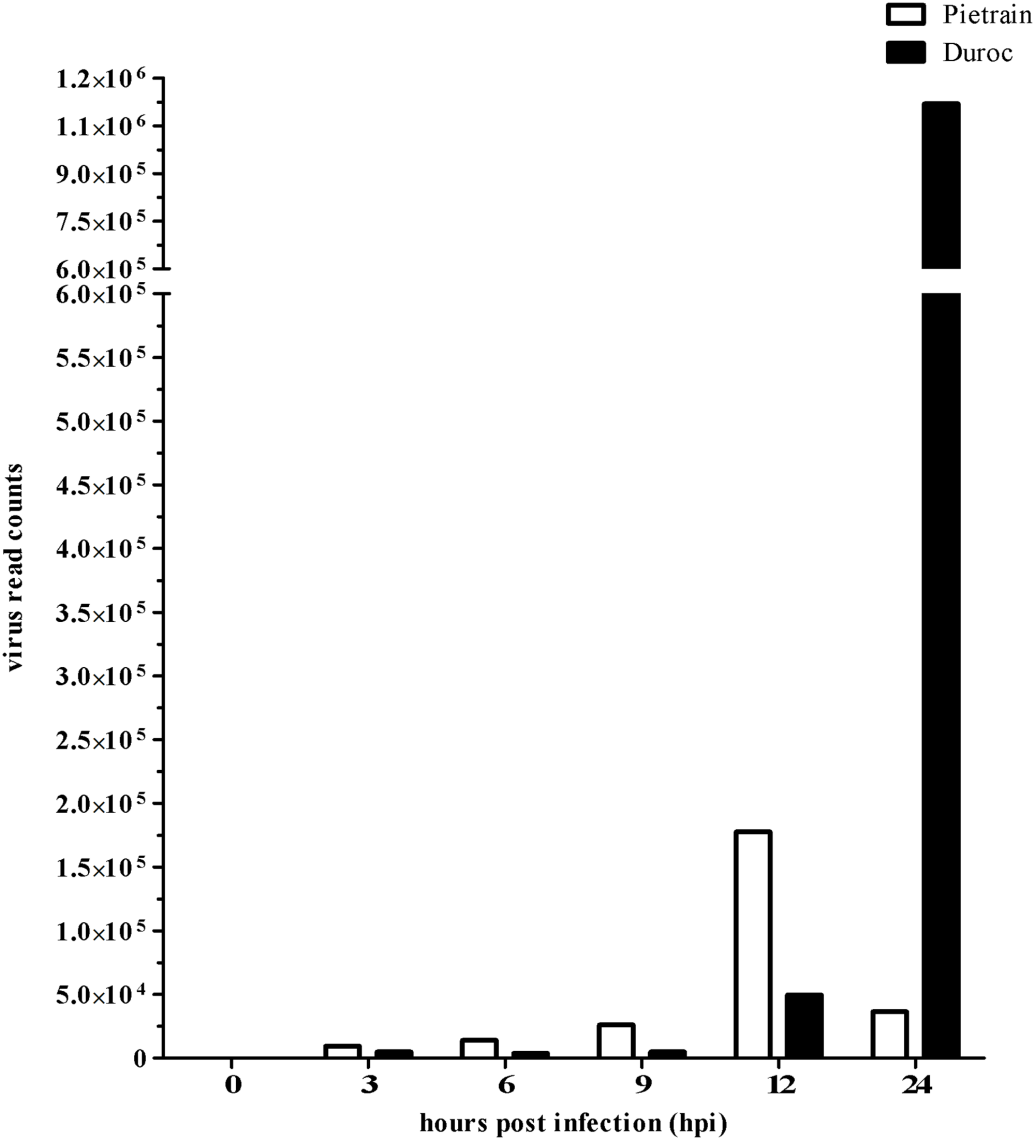
Lelystad virus (LV) growth in lung DCs. Virus read counts in Pietrain (white bar) and Duroc (black bar) lung DCs before (0 h) and post (3, 6, 9, 12, 24 hpi) PRRSV infection.

The presence of PRRSV in infected lung DCs is a contradiction to the previous findings of Loving et al. [17]. Loving et al. [17] described that PRRSV did not replicate in lung DCs and concluded that PRRSV utilizes lung DCs without a viral replication. In the present study, the complete genome alignment results of the LV strain indicated that PRRSV LV was able to infect lung DCs and to replicate there. One reason for these different observations might be differences in the virus strains used.

In the present study breed differences were detected in relation to the measured viral read amounts with respect to important changes (Fig 1). Time course analysis of the viral replication also revealed that time point 12 hpi was very important for both breeds and only time point 24 hpi was specific for Duroc. It can be supposed that crucial molecular changes in the cells happened at these two different time points in such a way that the virus replication for Pietrain decreased until 24 hpi and increased extremely for Duroc until 24 hpi (Fig 1). The reasons for these different reactions may be that PRRSV modulated the host immune responses and the virus grew intermittently due to an early apoptosis reaction of the lung DCs of Pietrain.

It is well known that some viruses can repress apoptosis and induce host cell cycle arrest to gain more time to exploit the cells for replication [15,54,55]. Further research is needed to clarify these cell cycle related processes in PRRSV infected lung DCs. We hypothesize that these breed differences might also be related to an early immunomodulation process of PRRSV. Concerning the virus replication, Duroc lung DCs reacted more strongly and distinctly than Pietrain lung DCs during these periods of infection (3, 6, 9, and 12 hpi).

### Virus-host interaction

The pairwise comparisons between non-infected (0 h) and PRRSV infected lung DCs (3, 6, 9, 12 and 24 hpi) in two breeds were carried out to determine the effects of PRRSV infection on the host transcriptome profile. The differently expressed genes (p ≤ 0.05) between breeds were presented with respect to the FDR in two categories: those with FDR ≤ 10% and those with FDR > 10%. The analyses obtained a total of 4472 differentially expressed genes (p ≤ 0.05, FDR > 10%) in PRRSV infected lung DCs. In total, 168 genes were differentially expressed (p ≤ 0.05, FDR ≤ 10%) in Pietrain PRRSV infected lung DCs. Among them, 131 showed a down-regulation (Fig 2), and 37 genes showed an up-regulated (Fig 3) gene expression profile. 

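Taking the infected Pietrain libraries together, 132 genes were lower and 2 were higher than at 0 h (edgeR). NOS2, the inducible nitric oxide synthase, fell by 4.85 on the log2 scale (standard error 0.52, adjusted p = 0.00079), from 2422 normalized counts at 0 h to between 1.24 and 528.1 after infection. IDO1, an enzyme of tryptophan breakdown, fell by 4.09 and PTGDR2, a receptor of prostaglandin D2, fell by 3.10. P2RY6, a nucleotide receptor, fell by 2.75, NCF1, a subunit of the NADPH oxidase, fell by 2.74 and the granulocyte growth factor CSF3 fell by 2.58. Of 8 monocyte markers, 4 fell, none rose and 4 did not pass the test (6 lower when adjusted over the list alone). Among them were S100A9 (-2.48) and lysozyme, LYZ (-2.34). The list was lower at an adjusted p of 1.37e-16 (adjusted p = 0.0268 with an estimated correlation). Of 7 genes of MHC class II presentation, 2 fell, SLA-DRB1 by 2.16 and SLA-DMA by 2.02, and all 7 were lower when adjusted over the list alone (adjusted p = 4.8e-12, and adjusted p = 0.0724 with an estimated correlation). The metallothionein list had 3 measured genes, the metallothioneins MT1A and MT3, which bind metal ions, and SLC30A1. MT1A and MT3 fell, and 2 were lower when adjusted over the list alone (adjusted p = 2.54e-07, and adjusted p = 0.0458 with an estimated correlation). MT1A and MT3 are also genes of S4 Table, which the study chose on these libraries, so that the list is not independent evidence. The 2 higher genes were TRIM9, a ubiquitin ligase, with a log2 fold change of 3.96 (adjusted p = 0.0942), and CRSP-2, a peptide of the calcitonin family, with 2.31 (adjusted p = 0.0902). TRIM9 was not called without the 6, 9 or 12 hpi Pietrain or the 12 hpi Duroc library (3.73 to 3.96), CRSP-2 not without the 6, 12 or 24 hpi Pietrain or the 9 or 12 hpi Duroc library (2.01 to 2.32), and SLA-DMA not without the 6, 12 or 24 hpi Pietrain library (-2.00 to -1.82). Without the trend on hours no gene was called in either direction, while with it 1473 genes had an unadjusted p under 0.05, DESeq2 called 38 higher and 196 lower, limma-voom called 5 and 84, and total counts as the scaling gave 0 and 221. The lower genes numbered 280 without the 3 hpi Pietrain library, 77 without the 12 hpi Pietrain library and 409 without the 24 h libraries of both breeds, an alternative chosen after seeing the data that also raised the higher genes to 134. The higher genes numbered 22, 0, 0 and 9 without the 3, 6, 12 and 24 hpi Pietrain library and 11, 0 and 14 without the 3, 12 and 24 hpi Duroc library.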

For infected Duroc lung DCs, a total of 227 differentially expressed genes were identified (p ≤ 0.05, FDR ≤ 10%). Among them, 40 genes exhibited a down-regulated gene expression trend (Fig 2), and 187 showed an up-regulated trend (Fig 3). 

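Over the infected Duroc libraries, 1 gene was higher and 13 were lower than at 0 h (edgeR), and 1034 genes had an unadjusted p under 0.05. The higher gene was CCL8, a chemokine that attracts monocytes, with a log2 fold change of 7.51 (standard error 1.39, adjusted p = 0.0643). It had 0.86 normalized counts at 0 h, from 1 read, and between 64.4 and 381.7 after infection, and was not called without the 12 hpi Duroc library (7.66). The transcription factor genes EGR3 and EGR2, which respond within minutes to growth factors and stress, fell by 5.71 (adjusted p = 9.07e-05) and 2.20, and EGR2 was not called without the 9, 12 or 24 hpi Duroc library (-2.15, -2.18 and -1.97). The phosphatase gene DUSP2 fell by 2.84 and the small GTPase gene RHOB fell by 2.42. CALML5, a calmodulin-like protein, had a log2 fold change of -3.54 but shares reads with a neighbouring gene. Of 21 immediate early genes, 3 fell, none rose and 18 did not pass the test (11 lower when adjusted over the list alone). The list was lower at an adjusted p of 1.43e-20 (adjusted p = 0.209 with an estimated correlation). Of 30 interferon-stimulated genes none was called, 3 were higher when adjusted over the list alone and all 30 had a log2 fold change above 0, with a median of 1.40 (adjusted p = 8.8e-12, and adjusted p = 0.375 with an estimated correlation). Markers of fibroblasts had a median of -0.56 with none of 11 called over all genes or over the list alone (adjusted p = 1.58e-05, and adjusted p = 0.375 with an estimated correlation). The 24 hpi library stood apart in both lists, with a median log2 ratio to 0 h of 2.843 for the interferon-stimulated genes, against 0.412 to 0.884 at the other times, and of -1.223 for the fibroblast markers, against -0.498 to -0.321. DESeq2 called 23 genes higher and 32 lower, and limma-voom called 0 and 10. Without the 24 h libraries of both breeds, chosen after seeing the data, 182 genes were higher and 93 were lower. The lower genes numbered 24 without the 3 hpi and 27 without the 24 hpi Pietrain library and 30 without the 3 hpi Duroc library, and the higher genes 5, 2 and 8 without the 3, 9 and 24 hpi Pietrain library and 8, 2 and 6 without the 3, 12 and 24 hpi Duroc library.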

Pietrain and Duroc infected lung DCs showed opposite gene expression courses. 

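The change from 0 h differed between Duroc and Pietrain for 5 genes, all with a higher change in Duroc (edgeR, interaction of breed and infection). They were IL1B and its paralog IL1B2, the chemokines CCL4 and CCL3L1, and ACOD1, the enzyme that makes the antimicrobial metabolite itaconate. ACOD1 had 173.2 normalized counts at 0 h in Pietrain and between 1.24 and 55.8 after infection, against 7.74 at 0 h and between 53.51 and 485.5 in Duroc. This is a difference of 7.06 on the log2 scale (standard error 1.02, adjusted p = 0.023). Of 23 inflammatory cytokines and NF-kB targets, 3 had a higher change in Duroc, none a lower change and 20 did not pass the test (10 higher when adjusted over the list alone). The 3 were IL1B, CCL4 and CCL3L1, which the study named on these libraries. It also named IL1A, IL6, TNF, CXCL2 and CCL20 of this list, so that the list is not independent evidence. The list differed at an adjusted p of 8.85e-17 (adjusted p = 0.124 with an estimated correlation), and in Pietrain its median log2 ratio to 0 h was -2.711 at 24 hpi against -0.932 to -0.403 at the other times. No gene had a lower change in Duroc, with 314 at an unadjusted p under 0.05, 9 called by DESeq2 and 0 by limma-voom. The 5 genes became 37 without the 3 hpi Pietrain library, 14 without the 9 hpi Pietrain library, 22 without the 3 hpi and 34 without the 24 hpi Duroc library, and 3 without the 6 hpi Pietrain library, and genes with a lower change numbered 2 without the 3 hpi library of either breed and 4 without the 24 hpi Duroc library. Without the 24 h libraries of both breeds, chosen after seeing the data, 138 genes had a higher and 36 a lower change in Duroc. Without the trend on hours, or among genes with a mean normalized count of at least 10, no gene was called. With total counts as the scaling, which moved the median of all genes by 0.363, 11 genes had a higher change. Limma-voom called 0 and DESeq2 called 59 genes with a higher change, and 972 genes had an unadjusted p under 0.05 in either direction.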

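Among 14407 genes with a mean normalized count of at least 10, those at least 2-fold below the 0 h library in Pietrain numbered 1548 at 3 hpi, 1345 at 6 hpi, 1456 at 9 hpi, 1110 at 12 hpi and 2310 at 24 hpi. The largest falls at 3 hpi among genes with a mean normalized count of at least 100 were those of HSD3B1, an enzyme of steroid hormone synthesis (log2 ratio -6.21), and of the transcription factor SALL2 (-3.19). At 24 hpi, NOS2 and ACOD1 had 1 read each, with a log2 ratio without an added count of -10.93 (95% exact interval -16.24 to -8.454) and -7.127 (-12.44 to -4.633). GMFG, an actin regulator of leukocytes, and CD209, a lectin of macrophages and DCs, had no read in this library, which allows up to 3.72 normalized counts, against 95.72 and 67 at 0 h. In Duroc, the genes at least 2-fold lower numbered 315 at 3 hpi, 637 at 6 hpi, 847 at 9 hpi, 999 at 12 hpi and 1890 at 24 hpi. Each count compares 1 library with 1 library and has no replicate check, and all times of a breed share its 0 h library.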

At the early stage of infection (3 hpi), Pietrain lung DCs showed a smaller number of down-regulated genes, followed by an extreme increase until 24 hpi. In contrast, the Duroc lung DCs showed a high up-regulation at 3 hpi, followed by an extreme reduction of the gene expression until 24 hpi. 

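At 3 hpi in Duroc, the largest rises among genes with a mean normalized count of at least 100 were those of ACOD1 (log2 ratio 5.80), CCL4 (5.16), IL1B (4.54) and CYP1A1, an enzyme that oxidizes aromatic compounds (3.49). At 24 hpi the largest rises were those of CXCL10 (6.03), a chemokine induced by interferon, and of the antiviral genes RSAD2 (4.595), IFIT1 (4.44), IFIT2 (4.42) and IFIT3 (3.79). The genes at least 2-fold above 0 h in Duroc numbered 537 at 3 hpi, 1331 at 6 hpi, 1427 at 9 hpi, 1432 at 12 hpi and 1914 at 24 hpi. In Pietrain they numbered 948, 825, 879, 489 and 1328 at the same times. These differences have no replicate check.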

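Between 3 and 24 hpi in Pietrain, 257 genes fell and 73 rose over time (edgeR trend). Among those with a symbol and a mean normalized count of at least 50, the neighbours SPACA4 (10.29), FAM83E (10.2), NTN5 (9.71) and SULT2B1 (8.53) on chromosome 6 had the steepest fitted rise. Without the 24 hpi Pietrain library none of these was called (0.25, 0.26, 0.30 and -0.74). SPACA4 spanned 14.65 to 3400 normalized counts in the infected Pietrain libraries, less than its fitted trend gives. SPACA4, FAM83E and NTN5 share reads with a neighbouring gene, so that they are not separate signals. IL1B fell by 4.16 on the log2 scale from 3 to 24 hpi (standard error 0.85, adjusted p = 0.0259). The S100 genes of monocytes and neutrophils fell in step, S100A8 by 4.41 (adjusted p = 0.000237) and S100A12 by 4.24, and so did CLEC7A, a receptor for fungal glucans, by 4.76. Of 11 immune genes the paper names, 1 fell over time, none rose and 10 did not pass the test (8 lower when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries). The list had a median of -2.70 (adjusted p = 2.21e-08, and adjusted p = 0.129 with an estimated correlation). Monocyte markers fell alongside, 4 of 8 (6 when adjusted over the list alone), at an adjusted p of 1.83e-15 (adjusted p = 0.00797 with an estimated correlation), and so did markers of alveolar macrophages, 1 of 9 (7 when adjusted over the list alone), at an adjusted p of 2.21e-08 (adjusted p = 0.175 with an estimated correlation). The macrophage markers had a median log2 ratio to 0 h of -4.315 at 24 hpi against -1.462 to -0.776 at the other times. Of 10 epithelial markers, 5 fell, among them EPCAM (-2.45) and KRT19 (-2.19), and 7 when adjusted over the list alone (adjusted p = 3.02e-10, and adjusted p = 0.0279 with an estimated correlation). Of 30 interferon-stimulated genes, 3 rose over time and 16 when adjusted over the list alone, with OAS2, an antiviral RNA sensor, at 3.42 (list adjusted p = 3.02e-10, and adjusted p = 0.402 with an estimated correlation). IL1B, EPCAM and OAS2 were not called without the 24 hpi Pietrain library (-3.03, -1.35 and 2.12), nor CLEC7A and KRT19 without that of 3 hpi (-3.36 and -1.87). Without the 24 hpi Pietrain library, 62 genes fell and 12 rose, and 160 and 139 fell without that of 6 and 12 hpi. Without the 24 h libraries of both breeds, chosen after seeing the data, 614 fell and 248 rose, and with hours in place of log2 hours 620 fell and 223 rose. DESeq2 had 544 falling and 178 rising, and with total counts as the scaling 151 fell and 50 rose. The rising genes numbered 144, 23 and 34 without the 3, 6 and 12 hpi Pietrain library and 129 and 154 without the 3 and 24 hpi Duroc library.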

In detail, PRRSV induced a remarkable increase of down-regulated immune genes (*CXCL2*, *IL-6*, *IL-1β1*, *TNF*, *CCL4*, *IL-1α*, *SLA-DRA*, *CCL3L1*, *CCL23*, *CCL20*) for infected Pietrain lung DCs from 9 to 24 hpi (Fig 2), whereas a decline was observed within infected Duroc lung DCs. 

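Over time from 3 to 24 hpi in Duroc, 18 genes fell and 5 rose (edgeR trend), and 2570 had an unadjusted p under 0.05. CXCL10 rose by 6.01 on the log2 scale (standard error 0.94, adjusted p = 0.0222), with 48.85 normalized counts at 3 hpi and 2978 at 24 hpi. ACOD1 fell by 3.45 (adjusted p = 0.0961), and the cytokine gene LIF and the transglutaminase gene TGM2 fell by 3.02 and 3.06. IL1B had a trend of -4.08 (adjusted p = 0.162). Without the 24 hpi Duroc library none of these calls stood, with 1.87 for CXCL10, -4.43 for ACOD1, -2.87 for LIF and -2.41 for TGM2, and ACOD1 and LIF were not called without the 6 or 12 hpi library of either breed either, nor ACOD1 without the 9 hpi Duroc library (-3.45 to -3.19 for ACOD1, -3.13 to -3.01 for LIF). Of the 11 immune genes named for either breed, 1 rose and 10 did not pass the test (4 lower and 1 higher when adjusted over the list alone, not independent evidence). The list had a median of -1.13 (adjusted p = 0.00578, and adjusted p = 0.416 with an estimated correlation). Of the interferon-stimulated genes, 1 rose over time and 23 when adjusted over the list alone, with a median of 1.77 (adjusted p = 2.44e-15, and adjusted p = 0.271 with an estimated correlation), and the 24 hpi Duroc library stood apart from the other 4 in this list. Monocyte markers fell in none of 8 genes, but in 8 when adjusted over the list alone (adjusted p = 7.07e-07, and adjusted p = 0.151 with an estimated correlation). Without the 24 hpi Duroc library no gene was called, and without the 3 hpi Duroc library 881 rose and 746 fell, while DESeq2 with all libraries had 173 rising and 417 falling and limma-voom 0 and 7. Without the 24 h libraries of both breeds, chosen after seeing the data, 49 rose and 61 fell, and with hours in place of log2 hours 906 rose and 798 fell. With TMM 2 rose and 6 fell, with total counts 2 and 5, and among genes with a mean normalized count of at least 10, 1 and 6. Without the 3, 6, 9, 12 and 24 hpi Pietrain library in turn, 76, 2, 11, 2 and 121 rose and 124, 6, 36, 6 and 201 fell, without the 6 hpi Duroc library 2 rose and 6 fell, and without that of 9 or 12 hpi 3 rose.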

For infected Duroc lung DCs a considerable decrease in up-regulated immune genes (*CCL4*, *CXCL2*, *IL-1β1*, *CXCL10*, and *CCL8*) was detected from 3 to 24 hpi (Fig 3) and the number of up-regulated genes remained constant for infected Pietrain lung DCs (Fig 3).

**Fig 2:**
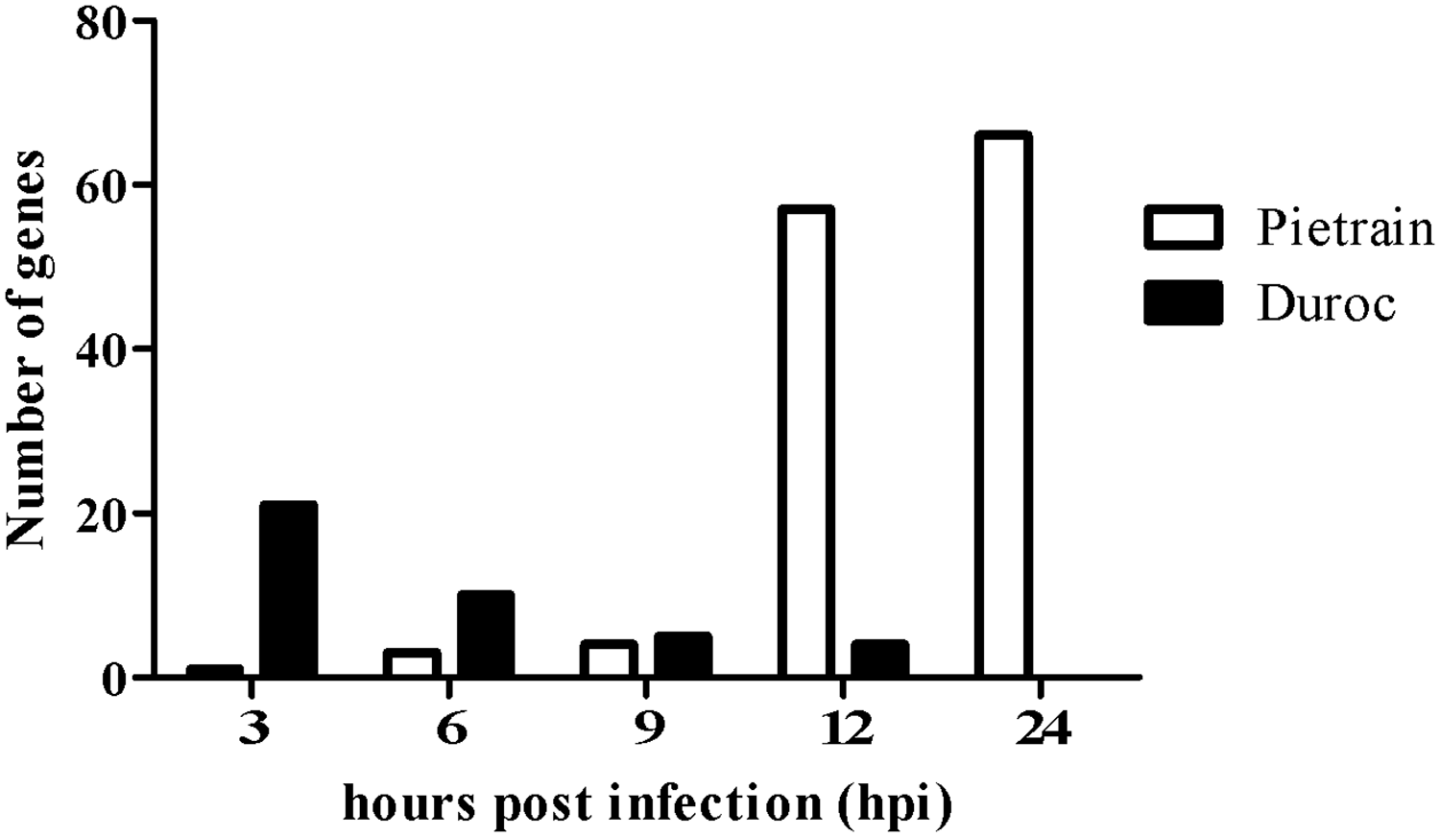
Number of down-regulated genes during the course of PRRSV infection. Pietrain (white bar) and Duroc (black bar) lung DCs at 3, 6, 9, 12, 24 hpi (p ≤ 0.05 and FDR ≤ 10%).

**Fig 3:**
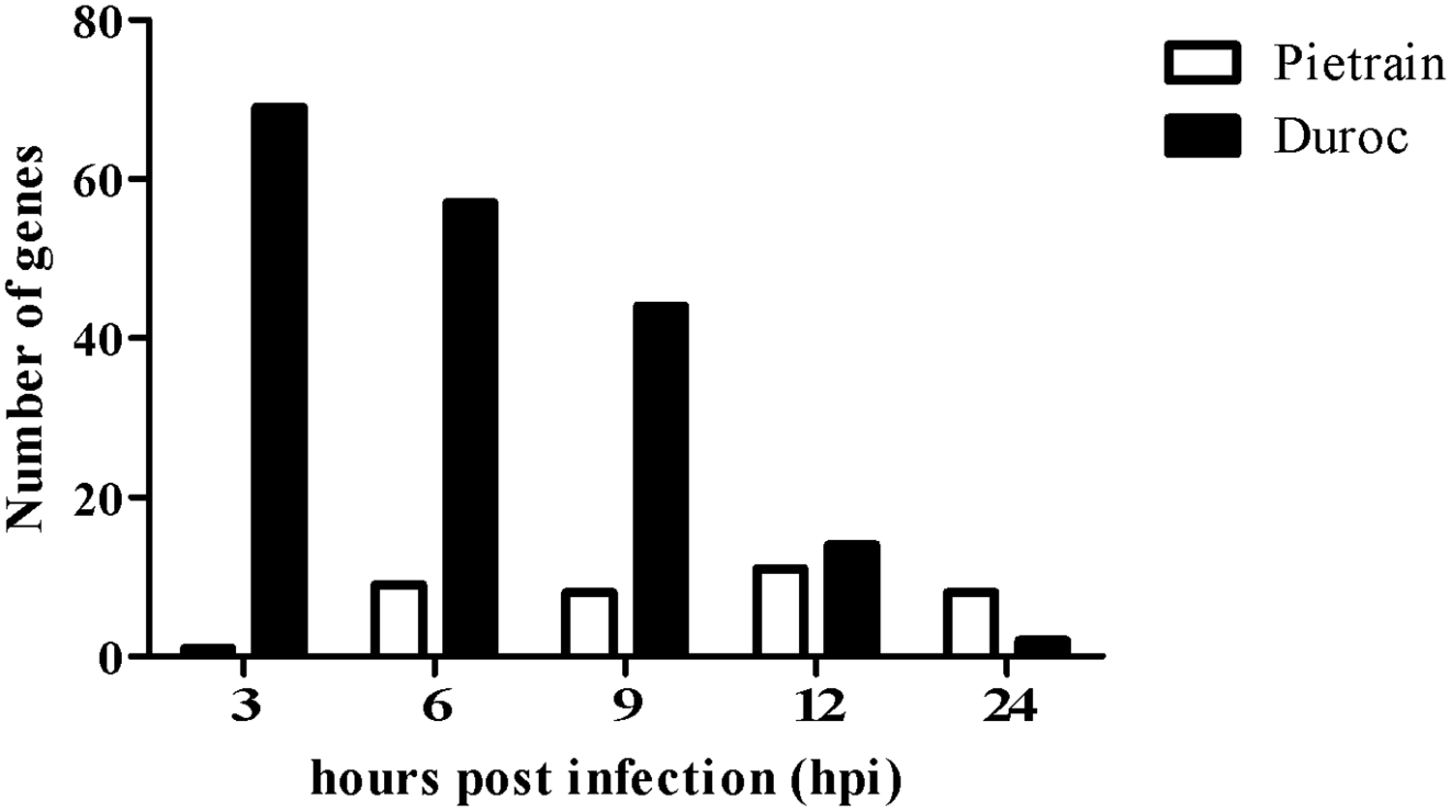
Number of up-regulated genes during the course of PRRSV infection. Pietrain (white bar) and Duroc (black bar) lung DCs at 3, 6, 9, 12, 24 hpi (p ≤ 0.05 and FDR ≤ 10%).

In Figs 2 and 3 it is clear that there were strong breed-specific gene expression differences at early time points post PRRSV infection. An early host transcriptional variation occurred during the PRRSV infection between 3 and 24 hpi. These early changes differed between Duroc and Pietrain PRRSV infected lung DCs and revealed differences in response to PRRSV infection. Similarly, Genini et al. [16] and Ait-Ali et al. [56] reported that notable reactions could be observed in pig cells (Rattlerow–Seghers genetic line, Landrace and Pietrain, respectively) within 24 h post virus infection, particularly between 8 and 10 hpi. 

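Across the 5 infected libraries of each breed, 845 genes were higher and 597 lower in Duroc than in Pietrain (edgeR, with a trend on log2 hours). Among those with a symbol and a mean normalized count of at least 50, ALS2CR12 (10.64), KRT3 (8.94), KRT1 and KRT77 (8.74 each) differed most, all higher in Duroc. None of them had more than 1.24 normalized counts in an infected Pietrain library, and KRT1 and KRT77 share reads with neighbouring genes. KRT3, also on chromosome 5, had 133.3 normalized counts at 0 h in Duroc, as did KRT1 and KRT77, and may not be separate from them. All 7 measured genes of MHC class II presentation were higher in Duroc, over all genes and over the list alone, with SLA-DRB1 at a log2 difference of 4.16 (standard error 0.32, adjusted p = 4.4e-08) and SLA-DRA at 3.46. The list differed at an adjusted p of 7.19e-34 (adjusted p = 0.00974 with an estimated correlation). All 9 measured markers of alveolar macrophages were higher in Duroc, also over the list alone, among them MARCO at 4.89 and the complement gene C1QA at 3.00 (list adjusted p = 4.2e-23, and adjusted p = 0.0233 with an estimated correlation). Of 30 interferon-stimulated genes, 22 were higher in Duroc over all genes and over the list alone, with RSAD2 at 4.15 (list adjusted p = 1.68e-18, and adjusted p = 0.171 with an estimated correlation). The acute phase genes SAA1P, SAA2, SAA3 and SAA4 were lower in Duroc by log2 differences of -4.65 to -4.30, as were the chemokine CXCL12 (-4.14) and MFAP2 (-4.33), a protein of elastic fibres. Each breed is a single pool of 3 animals, so these are differences between 2 pools. They were present at 0 h too: of 1177 such genes with a mean normalized count of at least 10, 1028 had the same direction in the 0 h libraries. The list tests of this comparison were added after seeing the data.

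**Figure D1:**
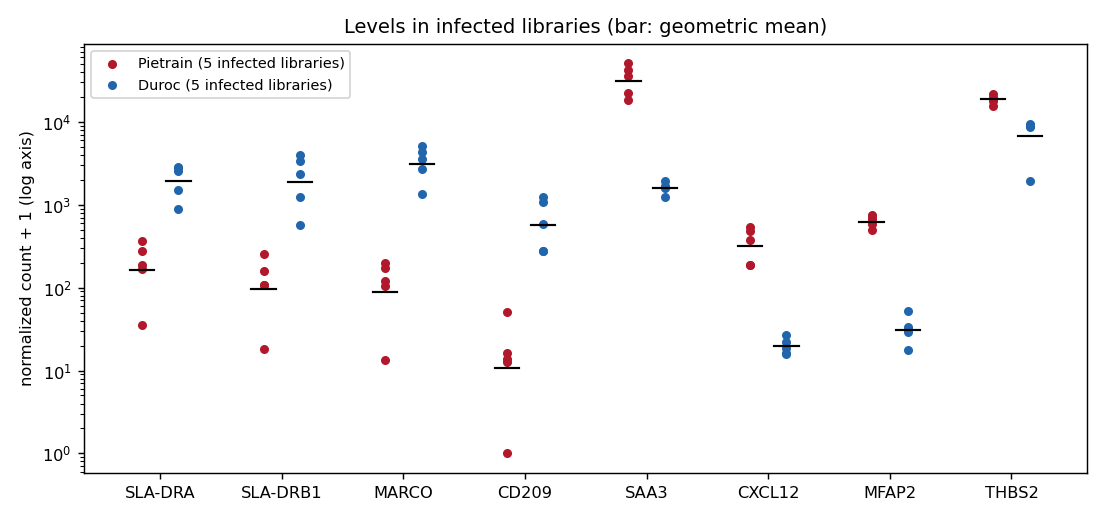
Normalized counts plus 1 (log axis) of the genes SLA-DRA, SLA-DRB1, MARCO, CD209, SAA3, CXCL12, MFAP2 and THBS2 in the infected libraries of Pietrain (red) and Duroc (blue), with the time points as points and the geometric mean as a bar. SLA-DRA lies between 34.68 and 366.7 in Pietrain and between 899 and 2891 in Duroc.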

Ait-Ali et al. [56] interpreted this time to be critical when PRRSV evaded the host responses and enhanced its own chances for viral growth. Genini et al. [16] observed a consistent down-regulation of genes after a few hours of PRRSV infection (3 and 6 hpi), followed by the start of innate immune responses at 9 hpi. Other authors had also identified variations in the host's susceptibility and resistance, which might be explained by genetic components involved in the response to PRRSV infection [26,27,57]. Concerning the up- and down-regulated expression of Duroc and Pietrain immune genes, Duroc responded better in the first time points of infection (3, 6, 9, 12 hpi) than Pietrain.

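The immune genes named above had a median log2 ratio to 0 h of 1.26 at 3 hpi, 2.12 at 6 hpi, 1.69 at 9 hpi, 0.82 at 12 hpi and 0.67 at 24 hpi in Duroc. In Pietrain the medians were -0.83, -1.81, -1.36, -1.63 and -4.03. At 6 hpi, 7 of the 11 genes were at least 2-fold higher in Duroc, and 8 of 11 were at least 2-fold lower in Pietrain. Medians of 17 monocyte and macrophage markers moved alongside in Pietrain, with -0.69, -1.21, -0.84, -1.55 and -4.32 at the 5 times, and were 0.41, 0.44, -0.10, -0.35 and -1.17 in Duroc. The leukocyte antigen PTPRC had log2 ratios of -1.64, -1.18, 0.094, -0.669 and -4.43 in Pietrain, so that it did not follow the markers at 9 hpi, and 0.921, 0.854, 0.99, 1.091 and 0.158 in Duroc. These are single libraries with no replicate check, and the list was chosen by the study on these libraries and is not independent evidence.

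**Figure D2:**
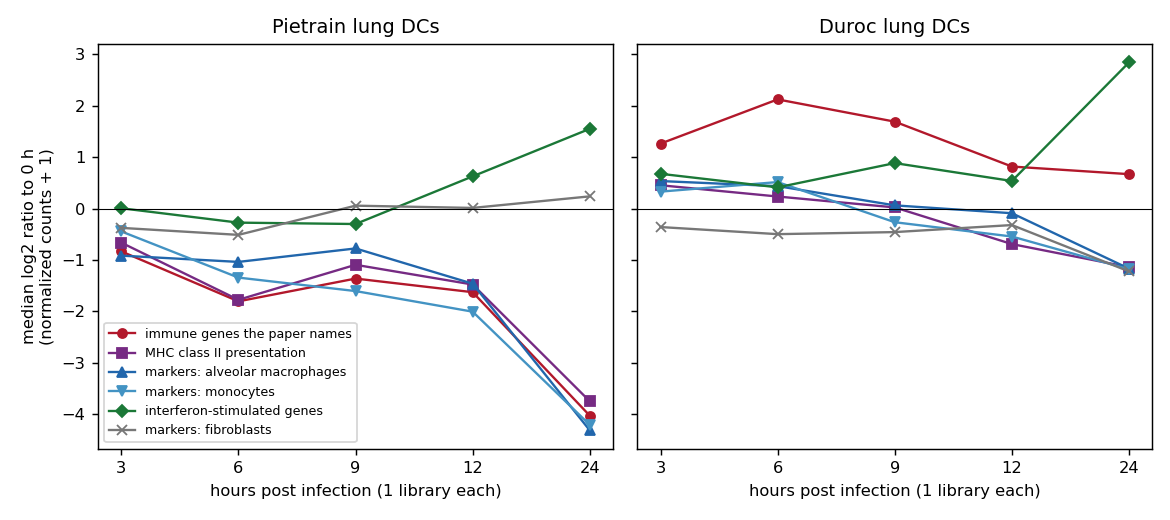
Median log2 ratio to 0 h of normalized counts plus 1 (vertical axis) at each time post infection (horizontal axis, hours) for 6 gene groups in Pietrain and Duroc, each point from 1 library. The immune genes lie above 0 at all 5 times in Duroc and below 0 at all 5 times in Pietrain, and interferon-stimulated genes reach 2.84 in Duroc and 1.55 in Pietrain at 24 hpi.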

In the present study, differentially expressed genes (for example *IL-1β1*, *CCL4*, *CXCL2*) showed massive changes and contrary responses to PRRSV after a few hours of infection. 

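The change of CCL4, a chemokine of macrophages, was higher in Duroc than in Pietrain by 6.06 on the log2 scale (standard error 1.04, adjusted p = 0.0781, edgeR interaction). CCL4 had 270.6 normalized counts at 0 h in Pietrain and between 11.15 and 151.5 after infection, against 6.88 at 0 h and between 34.05 and 280.1 in Duroc. CCL3L1, another macrophage chemokine, differed by 5.18 (standard error 0.865, adjusted p = 0.0708). Without the 6 hpi Pietrain library neither CCL4 (6.16) nor CCL3L1 (5.31) was called, and CCL3L1 was not called without the 12 hpi Pietrain library (5.02). For CXCL2, a chemokine of neutrophils, the difference was 3.70 (standard error 0.88, adjusted p = 0.38) and did not pass the test, though it did without the 3 hpi (3.97) or the 9 hpi (4.06) Pietrain library. Within Pietrain, CXCL2 fell by 2.24 (adjusted p = 0.0692), CCL3L1 fell by 3.02 (adjusted p = 0.00504), and CCL4 had -2.12 (adjusted p = 0.111). CXCL2 was not called without the 6 or 12 hpi Pietrain library (-2.36 and -2.11), and CCL4 was called without the 3 hpi Pietrain library (-2.47) or the 3, 12 or 24 hpi Duroc library (-2.12 each). Of the 11 immune genes, 3 had a higher change in Duroc, none a lower change and 8 did not pass the test (8 higher when adjusted over the list alone, not independent evidence). Their list differed at an adjusted p of 1.06e-19 (adjusted p = 0.0648 with an estimated correlation). The levels at 0 h enter each of these differences, and each 0 h level is 1 library.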

Several studies [15,16,18,58] reported that PRRSV has the ability to escape or modulate the host immune system by inhibiting and inducing expression of regulatory cytokines and chemokines. These cytokines and chemokines function as mediators of the immune system, and they are known to interact with other immune cells as well as to induce inflammatory and adaptive immune responses [23,59]. For instance, *Interleukin 12* (*IL-12)* and *IL-6* stimulate the JAK-STAT signaling pathway by binding with their receptor. In turn, this pathway activates the expression of IFN-stimulated genes (ISGs) [59–61]. Furthermore, *IL-6* signaling activates the Signal transducer and activator of transcription 3 (*STAT3*), and plays an anti-inflammatory role [6,23,60]. Chemokines constitute a family of at least 50 chemoattractants that are involved in the course of many inflammatory responses. They coordinate the migration of cells and play an important role in the selective recruiting of monocytes, neutrophils, and lymphocytes [6,60]. *Chemokine (C-C motif) ligand 4* (*CCL4)* is an important chemoattractant that plays a role in viral diseases [62–64]. *Chemokine (C-X-C motif) ligand 2* (*CXCL2)* is a pro-inflammatory chemokine and attracts neutrophils as well as T cells [63–65]. *Interleukin 1*, *beta 1* (*IL-1β1)* is a major mediator of the innate immune response and induces the expression of many genes in different cells [66–68]. *IL-1β* is secreted by blood monocytes, tissue macrophages, DCs, B lymphocytes, and natural killer (NK) cells [69].

In summary, the different genetic backgrounds of the two breeds might explain the increasing number of down-regulated immune genes of infected Pietrain lung DCs from 9 to 24 hpi and the decreasing number of up-regulated immune genes of Duroc lung DCs between 3 and 24 hpi. Additionally, essential processes occurred at 9 hpi with drastic changes in the host expression trends of Duroc and Pietrain lung DCs. 

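At 9 hpi, SR proteins and splicing regulators, which direct the joining of exons, had a median log2 ratio to 0 h of 0.51 in Pietrain and 0.46 in Duroc, and 2 and 6 of the 17 genes were at least 2-fold higher. The medians of this list were highest at other times, with 0.673 at 6 hpi in Pietrain and 0.634 at 12 hpi in Duroc. Heat shock proteins had medians of 0.66 and 0.35 at 9 hpi, their highest of the 5 times in each breed. The interferon-stimulated genes had medians of -0.30 in Pietrain and 0.88 in Duroc, with 1 and 11 of 30 genes at least 2-fold higher, and both breeds had their highest median at 24 hpi. Genes of MHC class II presentation had medians of -1.09 and 0.02, and reached -1.775 at 6 hpi and -3.749 at 24 hpi in Pietrain and -1.14 at 24 hpi in Duroc. The 9 hpi values come from 1 library per breed and have no replicate check.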

As mentioned above, it is well known that a remarkable number of genes are involved in the early cell-mediated immune response post PRRSV. Concerning the up- and down-regulated expression courses of Pietrain and Duroc immune genes, Duroc lung DCs reacted more actively and distinctly compared to Pietrain lung DCs at the first time points of virus infection. These observed down-regulated expression trends and postulations by Rodriguez-Gomez et al. [53], Wang et al. [70], Park et al. [71] suggest that Pietrain lung DCs were not able to activate the following gene cascades or to stimulate other immune reactions. The result is a non-effective immune response to PRRSV infection.

### Functional analyses of the clustered genes

In order to characterize the genetic background of the effects of PRRSV infection in both breeds, the 20,396 genes were condensed via cluster analysis based on the similar expression patterns during the experiment (before infection (0 h) and 3, 6, 9, 12, and 24 hpi). The clustering is solely based on the mean gene expression level for the identified genes for both breeds. The cluster construction presented 37 different transcriptional reactions to PRRSV for Pietrain lung DCs (37 cluster) and 35 different transcriptional responses to PRRSV for Duroc lung DCs (35 cluster). 

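The expression profiles were clustered again with mclust on log2 normalized counts over the 6 libraries of a breed, with 1 to 45 clusters and 6 covariance models and without the smoothing of the paper's software. BIC chose 3 clusters in each breed, with a covariance matrix of its own for each cluster. This kind of model could not be fitted for more than 3 clusters. With 1 covariance matrix for all clusters, an alternative chosen after seeing the data, BIC was highest at 45 clusters in Pietrain, the highest number tried, and at 41 in Duroc. With profiles centred per gene, for the 14407 genes with a mean normalized count of at least 10, BIC chose 6 clusters in Pietrain and 7 in Duroc. Each profile is 1 library per time point, so that the clusters have no replicate check.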

A GSEA of these clusters was performed to investigate the possible viral influences on the gene expression and to uncover the interaction between the virus with the host immune response. Using pathway enrichment analysis, the biological response post PRRSV infection can be characterized through the identified clusters and genes involved in the pathways for each breed.

The pathway enrichment analysis was performed for all clusters of Pietrain and Duroc, revealing a total of 171 pathways (p < 0.05) for both breeds, of which additional 47 pathways (p < 0.05) were found to be specific for the Duroc breed. The pathways of particular interest were those which reached the statistical significance (p ≤ 0.05) and showed clusters with read counts over 20. The second criterion for the selection of pathways was the frequency of occurrence for each breed. Tables 1 and 2 include the cross-classified information about the 10 most important pathways and clusters that had a significant impact on these pathways. Each cluster can be identified by a breed-specific cluster ID. In addition, the sum of genes within and across the clusters and pathways are also presented. The sum of clusters for each pathway and the cluster frequency are shown in Tables 1 and 2. Some clusters are only significant for pathways that were not ranked in the top 10, so they were not included in these tables.

**Table 1:** Top 10 scored pathways using KEGG and clustered RNA-Seq dataset post PRRSV infection, represented by the cluster ID of Pietrain lung DCs.

Pathway	Pietrain cluster IDs																								
	9	10	12	14	15	16	17	18	21	22	24	25	27	28	29	30	31	32	33	34	35	36	37	Σ cluster per pathway	Σ genes per pathway
**Phagosome** **(KEGG ID 4145)**			6							5									17	12	8	11	2	**7**	**61**
**Spliceosome** **(KEGG ID 3040)**														8	7		10	6		16				**5**	**47**
**Protein processing in endoplasmic reticulum** **(KEGG ID 4141)**														10			17		13	23	11			**5**	**74**
**Focal adhesion** **(KEGG ID 4510)**															10		10				12	11	5	**5**	**48**
**Endocytosis** **(KEGG ID 4144)**														10				7		21				**3**	**38**
**Rheumatoid arthritis** **(KEGG ID 5323)**					5										6						6	5		**4**	**22**
**Homologous recombination** **(KEGG ID 3440)**				2			3	3			2													**4**	**10**
**Cell cycle** **(KEGG ID 4110)**						8		6	6			5												**4**	**25**
**Oxidative phosphorylation** **(KEGG ID 190)**													6			19			25	15				**4**	**65**
**Jak-STAT signaling pathway** **(KEGG ID 4630)**	4	7			7													7						**4**	**25**
**Σ cluster frequency**	1	1	1	1	2	1	1	2	1	1	1	1	1	3	3	1	3	3	3	5	4	3	2		

**Table 2:** Top 10 scored pathways using KEGG and clustered RNA-Seq dataset post PRRSV infection, represented by the cluster ID of Duroc lung DCs.

Pathway	Duroc cluster IDs																					
	1	3	6	7	18	19	20	22	23	25	26	27	28	29	30	31	32	33	34	35	Σ cluster per pathway	Σ genes per pathway
**Phagosome** **(KEGG ID 4145)**										7					6	10	12	9	9		**6**	**53**
**Spliceosome** **(KEGG ID 3040)**								11	7					10			14				**4**	**42**
**Protein processing in endoplasmic reticulum** **(KEGG ID 4141)**													15	15		12	14				**4**	**56**
**Focal adhesion** **(KEGG ID 4510)**											11							9	9	3	**4**	**32**
**Endocytosis** **(KEGG ID 4144)**		5						8		8					9		14				**5**	**44**
**Rheumatoid arthritis** **(KEGG ID 5323)**										5					6		7		5		**4**	**23**
**Homologous recombination** **(KEGG ID 3440)**	4		3		4	3															**4**	**14**
**Cell cycle** **(KEGG ID 4110)**	9		6		6	9															**4**	**30**
**Oxidative phosphorylation** **(KEGG ID 190)**												14	8			20	15				**4**	**57**
**Jak-STAT signaling pathway** **(KEGG ID 4630)**				6			4														**2**	**10**
**Σ cluster frequency**	2	1	2	1	2	2	1	2	1	3	1	1	2	2	3	3	6	2	3	1		

The results of the pathway analyses show multiple occurrences of specific clusters, such as clusters 28, 32, 33, 34, and 35 for the Pietrain breed (Table 1). The results were similar for some of the Duroc clusters, while some clusters (clusters 30, 31, 32 and 34) occurred more frequently (Table 2). Especially, Pietrain cluster 34 (five occurrences) and Duroc cluster 32 (six occurrences) had the highest pathway frequencies (Tables 1 and 2, S3–S6 Tables).

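Duroc cluster 32 holds 557 genes and Pietrain cluster 34 holds 853 genes, of which 380 are shared. Both hold abundant transcripts: the median of the mean normalized counts was 3816 in Duroc cluster 32 and 2750 in Pietrain cluster 34, against 83.24 over all genes of the table. Of 17 SR proteins and splicing regulators, 6 lay in Duroc cluster 32 and 5 in Pietrain cluster 34, where 0.466 and 0.714 were expected (2-sided Fisher's exact test, adjusted p = 7.13e-05 and 0.00343 over lists and both clusters). Of 25 inflammatory cytokines and NF-kB targets, 5 and 7 lay in the clusters (adjusted p = 0.00343 and 0.000573). This list holds immune genes that the study named on these libraries, among them IL1B, and is not independent evidence. With only genes of like expression as the background, 1 list passed for Duroc cluster 32, the genes of S3 Table that were chosen from it, and none passed for Pietrain cluster 34.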

In addition, the top 10 scored pathways for both breeds included phagosome (KEGG ID 4145), spliceosome (KEGG ID 3040), endocytosis (KEGG ID 4144), and JAK-STAT signaling (KEGG ID 4630) pathways. These key pathways are involved in specific functional tasks that are important for PRRSV infected DCs and for virus-host interaction (Tables 1 and 2). For example, Nauwynck et al. [72] demonstrated that the receptor mediated endocytosis might be a common entry route for arteriviruses, and De Baere et al. [73] mentioned the importance of the phagocytosis pathway for the virus-host interplay. 

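Of 23 genes of endocytosis and phagosome trafficking, 6 lay in Duroc cluster 32 and 7 in Pietrain cluster 34, against 0.631 and 0.966 expected (Fisher's exact test, adjusted p = 0.000367 for each cluster). Of 22 genes of JAK-STAT signaling, 1 and 3 lay in the clusters (adjusted p = 0.767 and 0.137). With a background of genes of like expression, 5 of 9 endocytosis and phagosome genes lay in Duroc cluster 32 (adjusted p = 1) and 3 of 6 in Pietrain cluster 34 (adjusted p = 1). Taking infected libraries against 0 h, none of 21 JAK-STAT genes was called in either breed, over all genes or over the list alone, and the list was lower in Pietrain with a median of -0.29 (edgeR and camera, adjusted p = 0.0345, and adjusted p = 0.253 with an estimated correlation). The KEGG pathways themselves were not used here.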

Findings of Nauwynck et al. [72] and De Baere et al. [73] were confirmed by our results. Chen et al. [20] demonstrated that the viral NSP1β inhibits the phosphorylation and activation of *STAT1* in the JAK–STAT signaling pathway, highlighting the importance of the JAK–STAT signaling pathway during virus-host interplay. According to Lunney et al. [51], understanding the signaling pathways and molecular details could provide a valuable therapeutic opportunity and lead to clinical trials.

We also analyzed potential pathways (Tables 1 and 2) and their relevant genes (Fig 4). In summary, the amount of genes varied between breeds, which can be explained by the different numbers of clusters and cluster-specific genes (Fig 4). The phagosome pathway had the highest occurrence of clusters with seven for Pietrain and six for Duroc (Tables 1 and 2), which contain 61 and 53 genes, respectively (Fig 4). The pathway associated with protein processing in endoplasmic reticulum showed the highest number of genes for Pietrain lung DCs and the oxidative phosphorylation pathway for Duroc (Fig 4). The lowest number of genes occurred in the homologous recombination pathway for Pietrain and the JAK-STAT signaling pathway for Duroc (Fig 4).

**Fig 4:**
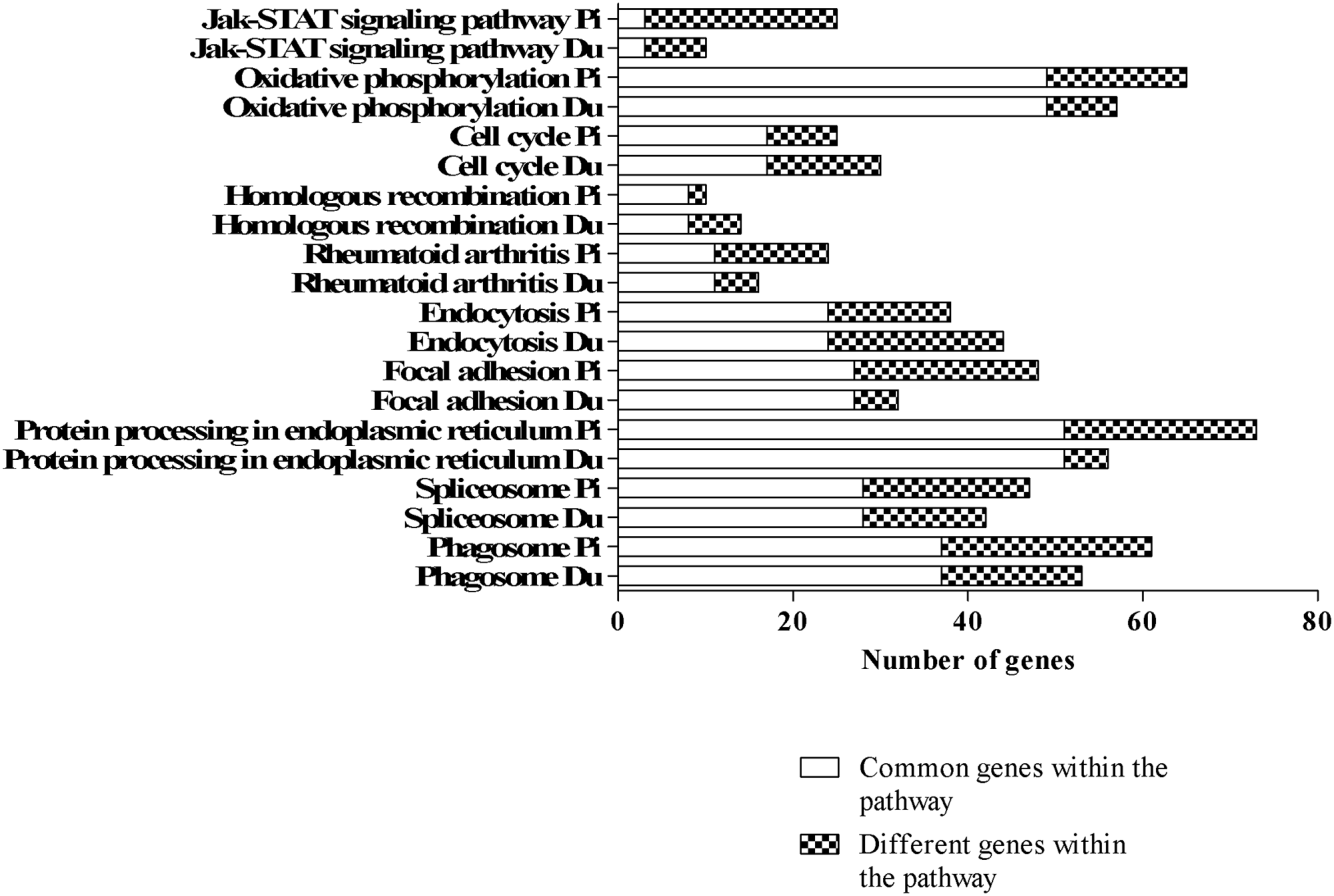
Number of genes per pathway. The numbers of genes are on the x-axis for the top 10 scored pathways of Pietrain (Pi) and Duroc (Du) lung DCs. Common genes within the pathway for each breed are depicted as a white bar and different genes are shown as a checked bar.

In order to describe the genes related to the top 10 pathways and breeds, we comparatively analyzed the genes' frequency between Pietrain and Duroc (Tables 1 and 2, Fig 4). The genes selected had to be within more than one of the top 10 pathways of both breeds. The results showed that pathways of both breeds featured the genes *ATP6V1G1*, *ATP6V1C1*, and *ATP6V1F*, *SEC61B* as well as *SEC61A1*. Furthermore, *SLA-7* and *RAB5C* were found in the same pathways—endocytosis and phagosome—for Pietrain (cluster 34) and Duroc (cluster 32). 

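ATP6V1G1, ATP6V1C1 and ATP6V1F encode subunits of the vacuolar proton pump, and SEC61A1 and SEC61B encode parts of the channel that carries proteins into the endoplasmic reticulum. None of them was called in the infected libraries of either breed against 0 h (edgeR). In Pietrain the log2 fold changes were 0.61 for ATP6V1G1 (standard error 0.37), 0.58 for ATP6V1C1 and 0.85 for ATP6V1F (adjusted p = 0.7). In Duroc they were 0.51, 0.41 and 0.20 (adjusted p = 0.953 for ATP6V1F), and that of ATP6V1F became -0.02 without the 24 hpi Duroc library. SEC61B had 0.49 in Pietrain (adjusted p = 0.86) and -0.30 in Duroc, and SEC61A1 had 0.45 (adjusted p = 0.886) and -0.26. Mean normalized counts were 2064 for ATP6V1G1, 1876 for ATP6V1C1, 2645 for ATP6V1F, 1800 for SEC61B and 3112 for SEC61A1.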

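SLA-7, a class I gene of the major histocompatibility complex, lies on chromosome 7 at position 27614074, and RAB5C, a GTPase of early endosomes, lies on chromosome 12 at position 20904150. Both are in S1 and S2 Tables. In Pietrain, the infected libraries differed from 0 h by a log2 fold change of -0.28 for SLA-7 (standard error 0.345, adjusted p = 0.931, edgeR) and 0.47 for RAB5C (standard error 0.32, adjusted p = 0.824). Neither passed the test. In Duroc the values were 0.47 (adjusted p = 0.951) and -0.25 (adjusted p = 0.953). SLA-7 had 2447 to 3816 normalized counts in the Pietrain libraries and 2925 to 4797 in the Duroc libraries.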

The genes *ATP6V1B2*, *ATP6V1F* and *ATP6V1E1* were also detected in the—phagosome and oxidative phosphorylation—pathways for both breeds Pietrain (clusters 33 and 34) and Duroc (cluster 32). 

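ATP6V1F and ATP6V1E1 are both in S1 Table, and ATP6V1E1 alone is in S2 Table. ATP6V1B2 has no entry in the table under this symbol and was not analysed here. ATP6V1E1 had a log2 fold change of 0.53 in Pietrain (standard error 0.33, adjusted p = 0.817, edgeR) and 0.12 in Duroc (adjusted p = 0.978). Of 13 measured subunits of the proton pump, none was called in either breed, over all genes or over the list alone. In Pietrain all 13 had a log2 fold change above 0, with a median of 0.59, and the list was higher than other genes (camera, adjusted p = 0.00012, and adjusted p = 0.202 with an estimated correlation). In Duroc the median was 0.11 (adjusted p = 0.826). Against 0 h the median log2 ratio of the subunits was 0.855 at 24 hpi and 0.506 to 0.549 at the other times in Pietrain, and 0.515 and -0.106 to 0.042 in Duroc. Of 21 genes of oxidative phosphorylation, none was called in either breed over all genes or over the list alone, with a median of 0.42 in Pietrain (adjusted p = 0.00291, and adjusted p = 0.536 with an estimated correlation) and -0.11 in Duroc (adjusted p = 0.251).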

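THBS2, thrombospondin 2, a matrix protein that binds to cell surface receptors, lies on chromosome 1 at position 1590782. It had 16080 normalized counts in Pietrain and 10510 in Duroc at 0 h. After infection it had 15550 to 21640 in Pietrain and 1952 to 9325 in Duroc, with the lowest value at 24 hpi. Against 0 h the log2 fold changes were 0.22 in Pietrain (standard error 0.47, adjusted p = 0.968, edgeR) and -0.55 in Duroc (adjusted p = 0.951), and neither passed the test. In the infected libraries THBS2 was lower in Duroc than in Pietrain by a log2 difference of -1.37 (standard error 0.31, adjusted p = 0.00775). Of 24 genes of focal adhesion and matrix, 3 were lower in Duroc, none was higher and 21 did not pass the test, over all genes and over the list alone (adjusted p = 0.000405, and adjusted p = 0.596 with an estimated correlation). Besides THBS2 these were COL1A2 (-1.066) and TNC (-1.171). COL1A2 was not called without the 24 hpi library of Pietrain (-0.901) or Duroc (-0.755), nor TNC without the 12 hpi Pietrain library (-1.091) or the 3 hpi (-0.986) or 24 hpi (-0.920) Duroc library. With total counts as the scaling COL1A2 was not called either. The median log2 ratio of the list to 0 h in Duroc was -1.476 at 24 hpi, against -0.293 to -0.138 at the other times.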

The *THBS2* thrombospondin 2 gene was also found for Duroc (cluster 33) and Pietrain (cluster 36) in the—focal adhesion and phagosome—pathways. There was no uniform regulation of these genes due to the genes of one pathway originating in different clusters, which have different expression trends post PRRSV infection.

As mentioned above, several genes of the v-ATPase complex were identified for both Duroc and Pietrain breeds *(ATP6V1G1*, *ATP6V1C1*, *ATP6V1B2*, *ATP6V1F*, and *ATP6V1E1)*. This group of genes belongs to the ER-resident multimeric protein complex [74]. The genes of the v-ATPase complex play roles in the entry of enveloped viruses and bacterial toxins, as well as in proton transport and in the acidification of endosomes [75]. The *ATP6V1B2* gene was previously detected in PAMs infected with HP-PRRSV WUH3 [61]. Furthermore, *SEC61β* and *SEC61A1* were found for both breeds in the present study, of which *SEC61β* was previously found to modulate the cytotoxicity of many chemotherapeutic agents and to be sensitive to the cytotoxic effects of platinum-containing drugs [74]. Our results show that the *SLA-7* gene also was detected for both Duroc and Pietrain. Hu et al. [76] mentioned that *SLA-7* is related to the swine major histocompatibility complex, especially to the non classical MHC class Ib genes. These genes seem to be suitable candidates for investigations of species-specific immunity-related roles [76]. These informations have to be linked to the postulation of Lunney et al. [51] that findings like that could help to design effective vaccines and therapeutic strategies.

The genes mentioned thus far include important functional information and play important roles in animal health issues associated with virus entry, drug performance, and species-specific immunity, which could be candidate genes post PRRSV infection.

### Functional background post PRRSV infection in key cluster 32 and key cluster 34

The biological significance of Duroc cluster 32 and Pietrain cluster 34 was extrapolated (Tables 1 and 2) and these clusters were determined as key clusters. The differentially expressed genes detected in both breeds were grouped in the particular clusters after the GO analysis. As mentioned previously, 227 differentially expressed genes were identified for Duroc lung DCs, of which cluster 32 included 17 of these genes (p ≤ 0.05, FDR ≤ 10%). Nine genes were up-regulated and two were down-regulated, while six genes showed up- and down-regulated expression trends at different time points (3, 6, 9, 12, and 24 hpi) (S3 Table). Additionally, a total of 168 differentially expressed genes were identified in Pietrain lung DCs. Among them, Pietrain cluster 34 included 14 differentially expressed genes (p ≤ 0.05, FDR ≤ 10%). 

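The genes of S3 Table fall into several kinds. IL1B, the antiviral genes RSAD2 and IFIT3, and the splicing factor genes SRSF5 and SRSF6 lay above 0 h in Duroc: RSAD2 had a log2 ratio of 2.17 (95% exact interval 1.98 to 2.36) and IFIT3 of 1.31 at 3 hpi, SRSF6 had 2.22 at 6 hpi and SRSF5 had 1.41, 2.52 and 2.69 at 3, 6 and 9 hpi. ARG1, the arginine-degrading enzyme, had 2.82 at 6 hpi, and the hyaluronan synthase gene HAS2 had 1.30 at 3 hpi. The immediate early gene IER2 (-1.77) and the transcription factor gene CEBPD (-1.47) lay below 0 h at 3 hpi. A further 6 genes, LOC100738145, NTN5, LOC100738225, SULT2B1, FAM83E and SPACA4, are neighbours on chromosome 6 between positions 49660052 and 49715807, and moved in step, with log2 ratios at 3 hpi from -2.00 for LOC100738225 to -4.15 for SPACA4, and at 9 hpi from 3.00 to 3.41. Their raw counts at 9 hpi were 1778 to 1810, closer to each other than counting error alone would give (chi-square 0.613 on 5 degrees of freedom, lower-tail probability 0.0126). The next 2 genes on the side of lower positions, named after their values were seen, had more reads in the same libraries. Entrez Gene ID 100738095 had 2905 reads at 24 hpi in Pietrain and 1846 at 9 hpi in Duroc, against at most 97 and 392 in the other libraries of each breed. Entrez Gene ID 100626023 had 3587 and 2393, against at most 826 and 1295. RPL18 (Entrez Gene ID 751868), which lies between SULT2B1 and FAM83E, had 13981 reads at 9 hpi in Duroc, against 14347 to 21786 in the other Duroc libraries. SPHK2, the next gene at higher positions, had 613 reads, against 619 to 1086. These reads are not scaled for depth. With size factors of 1.05, 1.44 and 1.13 at 9, 12 and 24 hpi, neither gene was lowest at 9 hpi after scaling. In Pietrain both were highest at 24 hpi, with 21165 and 851 reads. The ratios compare 1 library with 1 library.

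**Figure D3:**
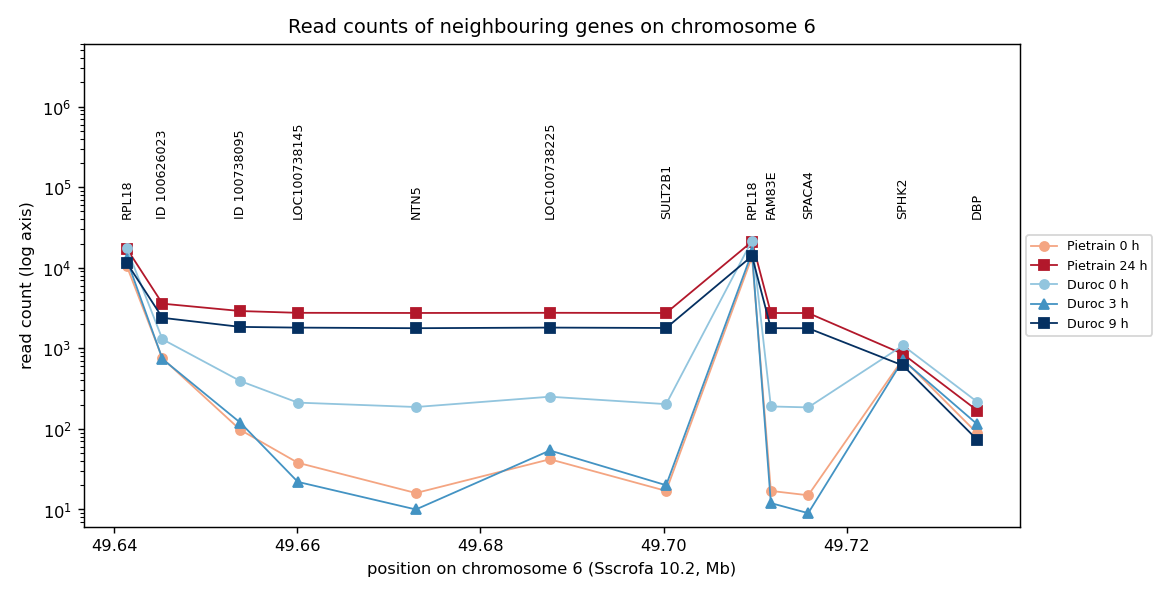
Read counts (log axis) of neighbouring genes by position on chromosome 6 (in Mb) in 5 libraries. The 6 genes of S3 Table lie near 1791 reads at 9 hpi in Duroc and near 2752 at 24 hpi in Pietrain, and the neighbours with Entrez Gene IDs 100626023 and 100738095 are also higher in these libraries than in the other 3.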

Two genes were up-regulated, and 12 were down-regulated (S4 Table). It is remarkable that *Interleukin 1*, *beta 1* (*IL-1β1*) (Gene ID: 397122, Synonyms *IL-1β*) was differently expressed in these two key clusters. 

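In Pietrain, NRG1, a growth factor of the EGF family, lay above 0 h with log2 ratios of 3.02 at 6 hpi, 3.31 at 9 hpi (95% exact interval 3.15 to 3.46) and 2.09 at 12 hpi. TGFB2, a cytokine of the transforming growth factor family, had 2.93 at 9 hpi. The metallothionein genes MT1A and MT3 had -3.42 and -3.24 at 12 hpi and -4.45 and -4.31 at 24 hpi. CXCL2 had -2.74 and -4.57 at these times, S100A12, a calcium-binding protein of neutrophils and monocytes, had -2.32 and -3.87, and RGS2, a regulator of G proteins, had -2.38 and -3.82. At 24 hpi, CCL20 had -3.88, IL1A had -3.51 and CDA, a cytidine deaminase, had -3.47, against -0.496, -0.715 and -1.274 at 12 hpi. Taking the infected libraries together, 6 of the 14 genes fell, none rose and 8 did not pass the test (10 lower and 2 higher when adjusted over the list alone, not independent evidence). The list was lower at an adjusted p of 5.5e-16 (edgeR and camera, adjusted p = 0.0877 with an estimated correlation).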

*IL-1β1* was down-regulated at different time points (9, 12, 24 hpi) in Pietrain lung DCs (cluster 34) and up-regulated at three time points (3, 6, 9 hpi) in Duroc lung DCs (cluster 32). This contrary *IL-1β1* expression between breeds could explain why Duroc lung DCs reacted more combatively during early PRRSV infection (3, 6, 9 hpi). 

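IL1B (Entrez Gene ID 397122) had 3162 normalized counts in non-infected Pietrain lung DCs and 906.7, 634.4, 365.7, 212 and 49.54 at 3, 6, 9, 12 and 24 hpi. In Duroc it had 95.47 at 0 h and 2248, 2917, 1706, 954.2 and 142.9 at the same times. The log2 ratio at 9 hpi was -3.11 in Pietrain (95% exact interval -3.27 to -2.96) and 4.16 in Duroc (3.88 to 4.45), and at 24 hpi it was -6.00 and 0.58. Over the 5 infected libraries, IL1B fell in Pietrain by 3.36 on the log2 scale (standard error 0.49, adjusted p = 0.00457, edgeR) and had a log2 fold change of 3.71 in Duroc (standard error 0.78, adjusted p = 0.179), which did not pass the test but did without the 3 or 24 hpi Pietrain library (3.71 each), the 3 hpi Duroc library (3.27) or the 24 hpi Duroc library (4.30). The difference between the breeds was 7.06 (standard error 1.01, adjusted p = 0.023). This difference was not called without the trend on hours, with limma-voom or among genes with a mean normalized count of at least 10. At 0 h the level was higher in Pietrain, and in the infected libraries it was higher in Duroc by 2.02 (standard error 0.34, adjusted p = 0.000573). The 0 h level of each breed rests on 1 library.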

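The paper reasons from the lower IL1B expression in infected Pietrain lung DCs and the higher expression in infected Duroc lung DCs. It proposes that this contrast could explain a stronger early reaction of Duroc lung DCs to PRRSV. Real Time PCR profiles of IL1B in both breeds are also shown there (S2 Fig) and were not analysed here. Other early genes of inflammation that were called with a higher change in Duroc than in Pietrain were CCL4, CCL3L1 and ACOD1. TNF and IL6 did not pass that test, with differences of 3.64 (adjusted p = 0.994, edgeR) and 1.71 (adjusted p = 1). IL6 shares reads with a neighbouring gene.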

*IL-1β1* is a major mediator of innate immune response and induces the expression of many genes in different cells [66–68]. *IL-1β* is secreted by blood monocytes, tissue macrophages, DCs, B lymphocytes and NK cells [69]. 

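IL1B lies at position 45319296 of chromosome 3 in the deposited table. Whether a position marks the start, the end or the middle of a gene is not given in the sources used here. IL1B2 lies at position 45179378 and IL1A at position 45453545 of the same chromosome. IL1A was higher in the infected Duroc than in the infected Pietrain libraries by a log2 difference of 1.59 (standard error 0.41, adjusted p = 0.0214, edgeR), with 2599 to 6191 normalized counts in Duroc and 161 to 3059 in Pietrain.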

The gene *IL-1β1* is located on *Sus scrofa* chromosom (SSC) 3 with a QTL for PRRSV susceptibility and a QTL for IL-10, Interferon gamma (IFNG), and Toll-like receptor 2 (TLR2) [77]. Uddin et al. [78] identified two QTL regions for PRRSV on SSC3: one for IFNG_PRRSV and one for IL-10_PRRSV. Additionally, in regard to the importance of *IL-1β1* in Duroc cluster 32 and Pietrain cluster 34, the value of this gene is enhanced based on its location on SSC3, where a high density of QTL for immune response and PRRSV are located, but also for its impact in breeding strategies.

Furthermore, a GO analysis was performed on Duroc cluster 32 and Pietrain cluster 34 post PRRSV infection. The GO terms consist of biological processes (BP), cellular components (CC), and molecular functions (MF) enrichment analyses for the sets of clustered RNA-Seq genes. In total, Duroc cluster 32 was involved in 463 GO BP, 111 GO CC and 110 GO MF categories, while Pietrain cluster 34 had 533 GO BP, 113 GO CC, and 158 GO MF categories, by applying the Benjamini-Hochberg procedure (FDR). The Bonferroni correction appears a bit conservative, but we included the values in Tables 3 and 4. It is notable that the differently expressed gene *IL-1β1* was found in 49 GO BP, in 5 GO CC categories, and one GO MF category of Duroc key cluster 32. *IL-1β1* was found in 53 GO BP categories, 3 GO CC categories, and in one GO MF category of Pietrain key cluster 34. *IL-1β1* was present in about 10% of the GO BP of each key cluster for each breed (10.58% of Duroc GO BP and 9.94% of Pietrain GO BP), but it was inversely expressed between the breeds. Tables 3 and 4 present the list of BP GOs for both breeds, and the additional S5 and S6 Tables represent 49 BP GOs for Duroc and 53 GO BPs for Pietrain. In total, 25 of the identified BP GOs of Duroc cluster 32 and Pietrain cluster 34 were similar for both breeds, of which include cytokine-mediated signaling pathway (GO:0019221), positive regulation of cell cycle process (GO:0090068), regulation of cell cycle (GO:0051726), and response to drug (GO:0042493). Only Duroc cluster 32 included the BP GOs of immune response (GO:0006955) and lymphocyte activation (GO:0046649) (Table 4). These GOs are strongly connected and act in important processes that influence the host immune response and cellular processes, which were consistent with previous findings by Islam et al. [79].

**Table 3:** Biological process GOs of Pietrain cluster 34 post PRRSV infection.

GO ID	Biological process	Gene Counts	P-value	Bon. Adjusted p-values	FDR
GO:0042493	Response to drug	22	0.040	1	0.045
GO:0019221	Cytokine-mediated signaling pathway	22	0.022	1	0.038
GO:0090068	Positive regulation of cell cycle process	18	0.000	0.079	0.000
GO:0042345	Regulation of NF-kappaB import into nucleus	4	0.034	1	0.045
GO:0031663	Lipopolysaccharide-mediated signaling pathway	4	0.034	1	0.045

**Table 4:** Biological process GOs of Duroc cluster 32 post PRRSV infection.

GO ID	Biological process	Gene Counts	P-value	Bon. Adjusted p-values	FDR
GO:0006955	Immune response	38	0.040	1	0.044
GO:0042493	Response to drug	18	0.010	1	0.023
GO:0046649	Lymphocyte activation	18	0.032	1	0.037
GO:0019221	Cytokine-mediated signaling pathway	12	0.026	1	0.036
GO:0090068	Positive regulation of cell cycle process	13	0.000	0.295	0.003
GO:0032496	Response to lipopolysaccharide	10	0.036	1	0.040
GO:0034097	Response to cytokine stimulus	17	0.020	1	0.032

To the best of our knowledge, this is the first study to use GO analysis to characterize the biological functions of the immune response post PRRSV infection in lung DCs. Based on our findings, the Duroc key cluster 32 and the Pietrain key cluster 34 are immunologically very important and should be studied further to unravel the molecular functions played by genes as well as to explain breed-related differences in immune reactions.

Earlier studies demonstrated that various cytokines and interleukins play a central role in the beginning of the innate immune response post PRRSV infection [16,80]. Flori et al. [81] showed weak to moderate heritabilities for pro-inflammatory cytokines (*IL-1β*, *IL-8*, *TNF and IL-6*). *IL-1β* is a critical mediator of inflammation and host response to infections [23]. Bi et al. [82] mentioned that PRRSV infection results in *IL-1β* production and described the pathways involved in the recognition of PRRSV and the production of *IL-1β*. The mRNA expression and secretion of *IL-1β* were significantly increased. Zhang et al. [83] suggested that PRRSV protein E is the main contributory factor for this PRRSV induced inflammasome activation. Furthermore, they also mentioned that the consequentially robust *IL-1β* production might be the main reason for eliciting the strong inflammatory response. Ross et al. [84] and Seo et al. [85] demonstrated that *IL-1β* plays an important role in the porcine conceptus elongation and the establishment of pregnancy. This multifactorial influence of *IL-1β1* in the beginning of the innate immune response as well as the establishment of pregnancy makes it a big challenge to understand the role of *IL-1β1* post PRRSV infection.

In summary, *IL-1β1* can be considered as an important candidate gene in the immune response to PRRSV infection. It is particularly relevant that the *IL-1β1* showed contrary expression responses to PRRSV in Duroc and Pietrain lung DCs. The up-regulation of *IL-1β1* is one explanation for the more efficient immune response of Duroc lung DCs to PRRSV infection. The decreased expression level of *IL-1β1* in Pietrain lung DCs in the present study is in conflict with the results from Bi et al. [82], who showed significantly increased expression and secretion of *IL-1β*. The results of the expression profile of *IL-1β1* in Pietrain lung DCs are also contrary to Zhang et al. [83], who postulated a consequentially robust *IL-1β* production post PRRSV infection. We also identified potential genes for several pathways and GO terms involved in the immune response to PRRSV infection and *IL-1β1* was the most prominent differently expressed gene.

## Conclusion

This is the first study to use GO analysis to determine the biological functions of the immune response post PRRSV infection and to identify possible reasons for the immune reaction in lung DCs of different breeds. The transcriptome profile analysis did reveal breed-specific differences in response to PRRSV infection. Duroc lung DCs responded better in the first time points of infection (3, 6, 9, 12 hpi) than Pietrain lung DCs. Another main observation is the capacity of PRRSV to infect Pietrain and Duroc lung DCs and its extremely breed-dependent replication pattern. Additionally, it was possible to identify key clusters and pathways as well as specific genes (e.g. *SEC61β*, *SLA-7*), that play important roles in animal health. These genes can be considered for further investigation to test their role in the development of effective and efficient vaccines for PRRSV. *IL-1β1* showed opposite responses to PRRSV in Duroc and Pietrain lung DCs, and is involved in Duroc key cluster 32 and Pietrain key cluster 34. The up-regulation of *IL-1β1* could explain the more efficient immune response of Duroc lung DCs to PRRSV infection. *IL-1β1* could be used as a potential candidate gene for selecting pigs that respond efficiently to PRRSV.

In conclusion, the present study provides important findings of the role of genetics in the response of animals to PRRSV, especially with respect to immune responses to PRRSV infection. These results should be taken into account for further investigations on immune traits in pig breeding and for improving the health of pigs.

## Supporting information

S1 File Flow cytometer analyses.

S1 Fig Experimental design for PRRSV infection. Duroc (n = 3, animal A1, A2, A3) and Pietrain (n = 3, animal A1, A2, A3) lung DCs infected with the Lelystad virus (LV). Sample collection: non-infected cells (control = green circle) at 0 h and infected cells (PRRSV = blue circle) at 3, 6, 9, 12, 24 hpi.
(TIF)

S2 Fig Expression profiles of *IL-1β1*. Gene expression profiles of *IL-1β1* in non-infected (0 h) and infected (3, 6, 9, 12, 24 hpi) lung DCs of Pietrain and Duroc, detected by RNA-Seq (Pietrain = circle and Duroc = square) and Real Time PCR (Pietrain = upwards triangle and Duroc = downwards triangle). *IL-1β1* was normalized with Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) and Hypoxanthine phosphoribosyltransferase 1 (*HPRT1*).

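GAPDH, an enzyme of glycolysis, had 81760 normalized counts at 0 h in Pietrain and 58050 to 117900 after infection, and its log2 ratio to 0 h ranged from 0.53 at 3 hpi to -0.49 at 12 hpi. In Duroc it had 74010 at 0 h and 59150 to 72020 after infection. With GAPDH alone as the reference, chosen after seeing the data, the log2 ratios of IL1B in Pietrain became -2.33 at 3 hpi and -3.40 at 12 hpi, and that in Duroc became 3.64 at 12 hpi. HPRT1 has no entry in the table under this symbol, and the Real Time PCR values were not analysed here.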

(TIF)

S1 Table Gene IDs for Duroc cluster 32 in lung DCs.

S2 Table Gene IDs for Pietrain cluster 34 in lung DCs.

S3 Table Differently expressed genes for Duroc cluster 32 in lung DCs.

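S3 Table gives log2 ratios of single Duroc time points to 0 h. Ratios of the raw counts divided by the DESeq size factors had the direction of the tabled values for all 27 gene and time pairs, and the largest absolute difference was 7.43e-08. The smallest count behind these ratios is the 9 reads of SPACA4 at 3 hpi, whose log2 ratio has a 95% exact interval of -5.30 to -3.19.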

S4 Table Differently expressed genes for Pietrain cluster 34 in lung DCs.

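S4 Table gives the same kind of ratio for Pietrain. All 24 gene and time pairs had the tabled direction when recomputed from the counts, with a largest absolute difference of 1.16e-07. The smallest count is the 40 reads of IL1B at 24 hpi, with a 95% exact interval of its log2 ratio of -6.48 to -5.55.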

S5 Table BP GOs for Pietrain cluster 34 in lung DCs post PRRSV infection.

S6 Table BP GOs for Duroc cluster 32 in lung DCs post PRRSV infection.

# Supplementary material for: Transcriptome profile of lung dendritic cells after in vitro porcine reproductive and respiratory syndrome virus (PRRSV) infection
**Source:** PLoS One. 2017 Nov 15;12(11):e0187735. doi: 10.1371/journal.pone.0187735
**Supplement:** S1 File

**Supporting Information 1 File**

**Flow cytometer analyses:**

Cell characterization by flow cytometry analyses on isolated lung DCs was performed as follows: The surface antigens antibodies were used singly and labelled with fluorescein isothiocyanate (FITC), allophycocyanin (APC), phycoerythrin and a cyanine dye 7 (PE-Cy7) as displayed in Table 2. The cells were harvested and washed with sterile DPBS. Afterwards 1 x 10^6^ cells were incubated under light protected condition with 10 μl of conjugated antibody to CD11c, CD86, CD80 and 20 μl of CD40 for 30 min at 4°C. The cells were stained, according to the antibodies manufacturers' recommendations. After two washing cycles, using the flow cytometry staining buffer (DPBS supplement with 2% FBS, 10 mM NaN3 and 10 mM HEPES) the cells were pelleted and finally resuspended within flow cytometry staining buffer. The cell characterization was performed, using the FACSCanto flow cytometer (BD Biosciences) and analysed by FlowLogic® software (BD Biosciences; Germany) in order to enumerate the cell population, based on cell surface marker.

Table 2: Antibodies, used for flow cytometry analyses

| Antibody | Isotype | Clone | Fluorescence | Company |
| --- | --- | --- | --- | --- |
| CD86 | IgG1 | 37301 | APC | R&D Systems, cat. FAB141A |
| CD80 | IgG1 | 37711 | PE | R&D Systems, cat. FAB140P |
| CD40 | IgG1 | G28.5 | FITC | NOVUS Biologicals®, cat. NB100-77786 |
| CD11c | IgG | N418 | PE-Cy7 | eBioscience, cat. 25-0114 |

The flow cytometry results showed CD11c 83%, of CD86 29%, of CD80 14% and of CD40 64% expression on the surface of lung DCs. The lung DCs exhibited the phenotypic characteristics of immature DCs, including high CD11c and low CD80/86 expression and the results, concerning the low expression of CD80 and CD86, showed an accordance with the findings of Loving et al. (2007).

**References**

Loving CL, Brockmeier SL, Sacco RE. Differential type I interferon activation and susceptibility of dendritic cell populations to porcine arterivirus. Immunology. 2007; 120: 217–229. doi: 10.1111/j.1365-2567.2006.02493.x.

# Supplementary material for: Transcriptome profile of lung dendritic cells after in vitro porcine reproductive and respiratory syndrome virus (PRRSV) infection
**Source:** PLoS One. 2017 Nov 15;12(11):e0187735. doi: 10.1371/journal.pone.0187735
**Supplement:** S3 Table

**S3 Table. Differently expressed genes for Duroc cluster 32 in lung DCs.**

| Entrezgene | Gene ID | SSC | log2Fold  Change | P-value | FDR | Hours post infection |
| --- | --- | --- | --- | --- | --- | --- |
| 100525209 | IER2 | 2 | -1.77216197 | P < 0.001 | 0.00045728 | 3 |
| 100415933 | SPACA4 | 6 | -4.14843088 | P < 0.001 | 1.51E-05 | 3 |
| 100415933 | SPACA4 | 6 | 3.41073084 | P < 0.001 | 0.00640954 | 9 |
| 100626471 | SULT2B1 | 6 | -3.13038225 | P < 0.001 | 0.00051201 | 3 |
| 100626471 | SULT2B1 | 6 | 3.28648065 | P < 0.001 | 0.00869704 | 9 |
| 396752 | IRG6 | 3 | 2.16722189 | P < 0.001 | 4.48E-05 | 3 |
| 100154248 | IFIT3 | 14 | 1.30777018 | P < 0.001 | 0.09422006 | 3 |
| 768102 | SRSF6 | 17 | 2.22244488 | P < 0.001 | 0.09293495 | 6 |
| 100738225 | LOC100738225 | 6 | -2.00363047 | P < 0.001 | 0.05379361 | 3 |
| 100738225 | LOC100738225 | 6 | 2.99630312 | P < 0.001 | 0.02347507 | 9 |
| 100626173 | FAM83E | 6 | 3.37468889 | P < 0.001 | 0.00640954 | 9 |
| 100626173 | FAM83E | 6 | -3.77186753 | P < 0.001 | 5.08E-05 | 3 |
| 100738145 | LOC100738145 | 6 | -3.05546326 | P < 0.001 | 0.00051615 | 3 |
| 100738145 | LOC100738145 | 6 | 3.23912893 | P < 0.001 | 0.01043538 | 9 |
| 100154509 | SRSF5 | 7 | 1.41101857 | P < 0.001 | 0.04606949 | 3 |
| 100154509 | SRSF5 | 7 | 2.51882887 | P < 0.001 | 0.03189167 | 6 |
| 100154509 | SRSF5 | 7 | 2.68752289 | P < 0.001 | 0.05170805 | 9 |
| 100738179 | NTN5 | 6 | 3.39602903 | P < 0.001 | 0.00640954 | 9 |
| 100738179 | NTN5 | 6 | -4.01194079 | P < 0.001 | 2.37E-05 | 3 |
| 397122 | IL1B | 3 | 4.55752143 | P < 0.001 | 7.75E-22 | 3 |
| 397122 | IL1B | 3 | 4.93320582 | P < 0.001 | 2.05E-08 | 6 |
| 397122 | IL1B | 3 | 4.1598166 | P < 0.001 | 0.00024697 | 9 |
| 100153946 | CEBPD | 4 | -1.46532389 | P < 0.001 | 0.01331731 | 3 |
| 397115 | ARG1 | 1 | 2.81966388 | P < 0.001 | 0.01290231 | 6 |
| 100622059 | KCTD11 | 12 | 1.98571767 | P < 0.001 | 5.02E-05 | 3 |
| 397120 | HAS2 | 4 | 1.30397695 | P < 0.001 | 0.06505742 | 3 |
| 100521185 | ZFAND2A | 3 | 1.51385582 | P < 0.001 | 0.01126138 | 3 |

# Supplementary material for: Transcriptome profile of lung dendritic cells after in vitro porcine reproductive and respiratory syndrome virus (PRRSV) infection
**Source:** PLoS One. 2017 Nov 15;12(11):e0187735. doi: 10.1371/journal.pone.0187735
**Supplement:** S4 Table

**S4 Table. Differently expressed genes for Pietrain cluster 34 in lung DCs.**

| Entrezgene | Gene ID | SSC | log2Fold  Change | P-value | FDR | Hours post infection |
| --- | --- | --- | --- | --- | --- | --- |
| 100620584 | NRG1 | 15 | 3.020143486 | P < 0.001 | 0.047087512 | 6 |
| 100620584 | NRG1 | 15 | 3.305616178 | P < 0.001 | 0.017421666 | 9 |
| 100620584 | NRG1 | 15 | 2.092909168 | P < 0.001 | 0.062318731 | 12 |
| 397084 | TGFB2 | 10 | 2.928493159 | P < 0.001 | 0.087110931 | 9 |
| 397122 | IL1B | 3 | -3.112283399 | P < 0.001 | 0.034296977 | 9 |
| 397122 | IL1B | 3 | -3.898881723 | P < 0.001 | 3.26E-07 | 12 |
| 397122 | IL1B | 3 | -5.996147964 | P < 0.001 | 8.53E-05 | 24 |
| 397417 | MT1A | 6 | -3.4201421 | P < 0.001 | 1.40E-05 | 12 |
| 397417 | MT1A | 6 | -4.447541824 | P < 0.001 | 0.012436864 | 24 |
| 397123 | MT3 | 6 | -3.244285684 | P < 0.001 | 3.18E-05 | 12 |
| 397123 | MT3 | 6 | -4.30677052 | P < 0.001 | 0.014731469 | 24 |
| 414904 | CXCL2 | 8 | -2.73744758 | P < 0.001 | 0.001171852 | 12 |
| 414904 | CXCL2 | 8 | -4.569769215 | P < 0.001 | 0.009082708 | 24 |
| 733670 | RGS2 | 10 | -2.382156095 | P < 0.001 | 0.010468373 | 12 |
| 733670 | RGS2 | 10 | -3.82013657 | P < 0.001 | 0.037169613 | 24 |
| 100301483 | S100A12 | 4 | -2.319997525 | P < 0.001 | 0.014962056 | 12 |
| 100301483 | S100A12 | 4 | -3.871995589 | P < 0.001 | 0.034812687 | 24 |
| 100048932 | BTG2 | 9 | -2.270973537 | P < 0.001 | 0.017273631 | 12 |
| 100737739 | RND1 | 5 | -2.193249006 | P < 0.001 | 0.029281508 | 12 |
| 100737739 | RND1 | 5 | -4.032428401 | P < 0.001 | 0.026622158 | 24 |
| 553951 | CCL20 | 15 | -3.881540102 | P < 0.001 | 0.037800423 | 24 |
| 100520219 | LEPREL1 | 13 | -3.820234669 | P < 0.001 | 0.038086132 | 24 |
| 397094 | IL1A | 3 | -3.511392825 | P < 0.001 | 0.086853509 | 24 |
| 100515954 | CDA | 6 | -3.468873921 | P < 0.001 | 0.098689931 | 24 |

# Supplementary material for: Transcriptome profile of lung dendritic cells after in vitro porcine reproductive and respiratory syndrome virus (PRRSV) infection
**Source:** PLoS One. 2017 Nov 15;12(11):e0187735. doi: 10.1371/journal.pone.0187735
**Supplement:** S5 Table

**S5 Table. BP GOs for Pietrain cluster 34 in lung DCs post PRRSV infection.**

| **GO ID** | **Biological process** | **Gene Counts** | **P-value** | **Bon. Adj. p-values** | **FDR** |
| --- | --- | --- | --- | --- | --- |
| GO:0006793 | phosphorus metabolic process | 154 | 0.000 | 0.265 | 0.002 |
| GO:0000278 | mitotic cell cycle | 47 | 0.001 | 1 | 0.007 |
| GO:0006605 | protein targeting | 40 | 0.000 | 0.105 | 0.001 |
| GO:0007067 | mitosis | 18 | 0.041 | 1 | 0.045 |
| GO:0006913 | nucleocytoplasmic transport | 30 | 0.000 | 0.008 | 0.000 |
| GO:0006606 | protein import into nucleus | 15 | 0.032 | 1 | 0.045 |
| GO:0007565 | female pregnancy | 9 | 0.041 | 1 | 0.045 |
| GO:0006996 | organelle organization | 131 | 0.000 | 0.000 | 0.000 |
| GO:0007167 | enzyme linked receptor protein signaling pathway | 49 | 0.038 | 1 | 0.045 |
| GO:0031329 | regulation of cellular catabolic process | 33 | 0.001 | 0.672 | 0.005 |
| GO:0008285 | negative regulation of cell proliferation | 30 | 0.008 | 1 | 0.021 |
| GO:0044093 | positive regulation of molecular function | 80 | 0.000 | 0.001 | 0.000 |
| GO:0044249 | cellular biosynthetic process | 215 | 0.008 | 1 | 0.021 |
| GO:0044260 | cellular macromolecule metabolic process | 286 | 0.000 | 0.000 | 0.000 |
| GO:0045184 | establishment of protein localization | 92 | 0.000 | 0.000 | 0.000 |
| GO:0070727 | cellular macromolecule localization | 90 | 0.000 | 0.000 | 0.000 |
| GO:0050790 | regulation of catalytic activity | 92 | 0.000 | 0.209 | 0.002 |
| GO:0051044 | positive regulation of membrane protein ectodomain proteolysis | 3 | 0.016 | 1 | 0.031 |
| GO:0051173 | positive regulation of nitrogen compound metabolic process | 61 | 0.027 | 1 | 0.042 |
| GO:0051726 | regulation of cell cycle | 24 | 0.002 | 1 | 0.009 |
| GO:0071702 | organic substance transport | 122 | 0.000 | 0.000 | 0.000 |
| GO:0071840 | cellular component organization or biogenesis | 233 | 0.000 | 0.000 | 0.000 |
| GO:0090304 | nucleic acid metabolic process | 162 | 0.001 | 0.729 | 0.006 |
| GO:0009059 | macromolecule biosynthetic process | 182 | 0.022 | 1 | 0.038 |
| GO:0009057 | macromolecule catabolic process | 71 | 0.000 | 0.001 | 0.000 |
| GO:0009891 | positive regulation of biosynthetic process | 65 | 0.022 | 1 | 0.038 |
| GO:0010604 | positive regulation of macromolecule metabolic process | 103 | 0.000 | 0.259 | 0.002 |
| GO:0009725 | response to hormone stimulus | 42 | 0.038 | 1 | 0.045 |
| GO:0010627 | regulation of intracellular protein kinase cascade | 41 | 0.013 | 1 | 0.028 |
| GO:0010646 | regulation of cell communication | 111 | 0.003 | 1 | 0.011 |
| GO:0016482 | cytoplasmic transport | 44 | 0.000 | 0.081 | 0.001 |
| GO:0019220 | regulation of phosphate metabolic process | 69 | 0.013 | 1 | 0.027 |
| GO:0022414 | reproductive process | 66 | 0.007 | 1 | 0.019 |
| GO:0023051 | regulation of signaling | 111 | 0.004 | 1 | 0.013 |
| GO:0031401 | positive regulation of protein modification process | 31 | 0.049 | 1 | 0.049 |
| GO:0032880 | regulation of protein localization | 20 | 0.049 | 1 | 0.049 |
| GO:0033365 | protein localization to organelle | 38 | 0.002 | 1 | 0.008 |
| GO:0035556 | intracellular signal transduction | 92 | 0.010 | 1 | 0.023 |
| GO:0042176 | regulation of protein catabolic process | 12 | 0.020 | 1 | 0.036 |
| GO:0043412 | macromolecule modification | 158 | 0.000 | 0.012 | 0.000 |
| GO:0044710 | single-organism metabolic process | 119 | 0.013 | 1 | 0.028 |
| GO:0045859 | regulation of protein kinase activity | 35 | 0.026 | 1 | 0.041 |
| GO:0051130 | positive regulation of cellular component organization | 32 | 0.004 | 1 | 0.013 |
| GO:0051704 | multi-organism process | 58 | 0.004 | 1 | 0.014 |
| GO:0080090 | regulation of primary metabolic process | 194 | 0.003 | 1 | 0.011 |
| GO:0080134 | regulation of response to stress | 38 | 0.020 | 1 | 0.035 |
| GO:1901701 | cellular response to oxygen-containing compound | 21 | 0.022 | 1 | 0.038 |
| GO:2000026 | regulation of multicellular organismal development | 54 | 0.041 | 1 | 0.045 |

# Supplementary material for: Transcriptome profile of lung dendritic cells after in vitro porcine reproductive and respiratory syndrome virus (PRRSV) infection
**Source:** PLoS One. 2017 Nov 15;12(11):e0187735. doi: 10.1371/journal.pone.0187735
**Supplement:** S6 Table

**S6 Table. BP GOs for Duroc cluster 32 in lung DCs post PRRSV infection.**

| **GO ID** | **Biological process** | **Gene Counts** | **P-value** | **Bon. Adj. p-values** | **FDR** |
| --- | --- | --- | --- | --- | --- |
| GO:0000278 | mitotic cell cycle | 36 | 0.000 | 0.300 | 0.003 |
| GO:0001932 | regulation of protein phosphorylation | 30 | 0.047 | 1 | 0.048 |
| GO:0002791 | regulation of peptide secretion | 9 | 0.037 | 1 | 0.041 |
| GO:0006605 | protein targeting | 27 | 0.001 | 0.870 | 0.006 |
| GO:0006793 | phosphorus metabolic process | 90 | 0.017 | 1 | 0.029 |
| GO:0006996 | organelle organization | 79 | 0.001 | 0.562 | 0.005 |
| GO:0007167 | enzyme linked receptor protein signaling pathway | 39 | 0.005 | 1 | 0.014 |
| GO:0007566 | embryo implantation | 3 | 0.045 | 1 | 0.046 |
| GO:0036211 | protein modification process | 97 | 0.004 | 1 | 0.012 |
| GO:0031329 | regulation of cellular catabolic process | 23 | 0.013 | 1 | 0.025 |
| GO:0032270 | positive regulation of cellular protein metabolic process | 36 | 0.001 | 0.721 | 0.006 |
| GO:0032502 | developmental process | 123 | 0.023 | 1 | 0.036 |
| GO:0033619 | membrane protein proteolysis | 5 | 0.005 | 1 | 0.014 |
| GO:0044093 | positive regulation of molecular function | 50 | 0.001 | 0.466 | 0.004 |
| GO:0044249 | cellular biosynthetic process | 149 | 0.007 | 1 | 0.017 |
| GO:0044260 | cellular macromolecule metabolic process | 226 | 0.000 | 0.008 | 0.000 |
| GO:0044703 | multi-organism reproductive process | 22 | 0.017 | 1 | 0.029 |
| GO:0044706 | multi-multicellular organism process | 8 | 0.048 | 1 | 0.048 |
| GO:0045184 | establishment of protein localization | 62 | 0.000 | 0.000 | 0.000 |
| GO:0045937 | positive regulation of phosphate metabolic process | 25 | 0.034 | 1 | 0.039 |
| GO:0070727 | cellular macromolecule localization | 58 | 0.000 | 0.000 | 0.000 |
| GO:0046883 | regulation of hormone secretion | 10 | 0.038 | 1 | 0.042 |
| GO:0048519 | negative regulation of biological process | 87 | 0.001 | 0.790 | 0.006 |
| GO:0050790 | regulation of catalytic activity | 60 | 0.006 | 1 | 0.016 |
| GO:0050796 | regulation of insulin secretion | 9 | 0.020 | 1 | 0.032 |
| GO:0051044 | positive regulation of membrane protein ectodomain proteolysis | 3 | 0.005 | 1 | 0.014 |
| GO:0051170 | nuclear import | 11 | 0.048 | 1 | 0.048 |
| GO:0051173 | positive regulation of nitrogen compound metabolic process | 3 | 0.017 | 1 | 0.030 |
| GO:0051726 | regulation of cell cycle | 17 | 0.006 | 1 | 0.016 |
| GO:0071363 | cellular response to growth factor stimulus | 19 | 0.031 | 1 | 0.037 |
| GO:0071637 | regulation of monocyte chemotactic protein-1 production | 2 | 0.032 | 1 | 0.037 |
| GO:0071702 | organic substance transport | 83 | 0.000 | 0.007 | 0.000 |
| GO:0071840 | cellular component organization or biogenesis | 140 | 0.012 | 1 | 0.024 |
| GO:0090304 | nucleic acid metabolic process | 131 | 0.011 | 1 | 0.023 |
| GO:1901576 | organic substance biosynthetic process | 153 | 0.005 | 1 | 0.014 |
| GO:0009057 | macromolecule catabolic process | 48 | 0.000 | 0.036 | 0.000 |
| GO:0009607 | response to biotic stimulus | 25 | 0.000 | 0.406 | 0.004 |
| GO:0009611 | response to wounding | 38 | 0.034 | 1 | 0.039 |
| GO:0009891 | positive regulation of biosynthetic process | 46 | 0.021 | 1 | 0.033 |
| GO:0009896 | positive regulation of catabolic process | 8 | 0.028 | 1 | 0.036 |
| GO:0009914 | hormone transport | 12 | 0.032 | 1 | 0.037 |
| GO:0010604 | positive regulation of macromolecule metabolic process | 69 | 0.003 | 1 | 0.011 |

How the deposited data were processed for this re-analysis (not part of the article)

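Lung DCs of 3 Pietrain and 3 Duroc piglets were infected with the Lelystad virus strain, and RNA was pooled over the 3 animals of a breed at 0, 3, 6, 9, 12 and 24 h. This gave 12 libraries, 1 per breed and time point, with no non-infected cells after 0 h. The values used here are read counts per gene that the authors made before they were deposited, by trimming single-end reads of 100 bases (cutadapt, quality 20, at least 50 bases; the first 15 bases removed with seqtk), aligning them to Sus scrofa 10.2 (TopHat with Bowtie 2) and counting reads per Entrez gene (bedtools). Tool versions, the strand setting and the treatment of reads that overlap more than 1 gene are not given in the sources used here. The sequencing run was made of 2 pools of 6 samples, and which libraries shared a pool is not given in the sources used here. Reads aligned to the virus genome were not analysed here.

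The count table was checked to hold whole numbers, and no entry had 0 reads in all libraries, as the filter stated in the paper requires. Whether its position column marks the start, the end or the middle of a gene is not given in the sources used here. Entrez Gene IDs were matched to symbols through a reference table of pig genes. Of 20396 entries, 15547 were matched, 4845 have no symbol and 1771 have a LOC name. Groups of neighbouring entries that share reads were found by their counts (285 entries in 137 groups).

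Counts were scaled with DESeq size factors over all 12 libraries, which ranged from 0.502 to 1.44. A count of 0 allows up to 3 counts, which is 2.08 to 5.98 normalized counts. The smallest library, Pietrain at 3 hpi, sets the upper end. Differential expression was tested with edgeR (4.0.16, quasi-likelihood) in R 4.3.3. The model held, for each breed, the 0 h level, the mean of its 5 infected libraries and a linear trend of these on log2 hours, with 6 coefficients and 6 residual degrees of freedom. From this fit came the contrasts of infected libraries with 0 h in each breed and over both breeds, the difference of these between the breeds, and the trend from 3 to 24 h. The breeds were compared over the 10 infected libraries in a separate fit with 7 residual degrees of freedom (biological coefficient of variation 0.327). Each p-value measures the spread between libraries of a pool, not between animals, and the lone 0 h library of a breed is assumed to vary like the infected ones. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.1 and an absolute log2 fold change of at least 1.

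At single time points, log2 ratios to 0 h were taken from normalized counts with 1 added, for genes with a mean normalized count of at least 10, and no test was made. The 36 gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01 when at least 3 members had a mean normalized count of at least 10, and were called at an adjusted p of at most 0.1. Of these lists, 3 were chosen by the study. At single times a list's median was placed among 10000 random lists of like size and expression. Membership of lists in the clusters of S1 and S2 Tables was tested with Fisher's exact test. Expression clusters were formed with mclust (6.1.1) on log2 normalized counts of the 6 libraries of a breed, with 1 to 45 clusters and 6 covariance models, chosen by BIC, and the smoothing of the paper's software was not repeated.

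Genes named in the text were drawn from those the paper names and those of S3 and S4 Tables (whose values in the paper were seen beforehand). A further source was the 10 with the largest change per direction among the called genes of each contrast with a symbol and a mean normalized count of at least 50. For infected libraries against 0 h, these had changed the same way in all 5 libraries of a breed. Up to 4 members of each list described were also drawn on. The same holds for the 5 largest rises and falls at 3 and 24 hpi with a mean normalized count of at least 100. Not every gene of these sources is named. The tests, lists, naming rule and most alternatives were set before the data were examined, and those added later are named as such.

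The alternatives were TMM, total counts and size factors within each breed as scaling, a mean normalized count of at least 10 or 100, no minimum, a pseudocount of 0.1, DESeq2 (1.42.0) and limma-voom as test tools, an adjusted p of at most 0.05 with no fold criterion, models without the trend, with hours in place of log2 hours or with time as a block, the 3 hpi library as reference, an estimated correlation in the list tests, a background of genes of like expression, centred profiles for the clusters, and each infected library left out in turn. Added later were the comparison without the 24 h libraries of both breeds, 1 entry per group that shares reads, GAPDH as the reference gene and 1 covariance matrix for all clusters. The edgeR and camera steps were tested on simulated counts with 200 changed genes per comparison. At a log2 change of 2, they recovered 94% over both breeds, 20.9% for the breed difference, 23.9% and 31.3% for the trends in Pietrain and Duroc and 95.5% between the breeds. Of 30 simulated lists without a change, 1 was called. The simulated genes were drawn independently of each other, so that this result does not cover lists whose genes move together. Figures and tables were made with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9). KEGG and GO categories, the Real Time PCR values and flow cytometry were not used here.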

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

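The tests of the breed difference in this part were set beforehand, and the tests of each explanation were chosen after the results had been seen.

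Of 76 groups of 5 infected libraries, 14 held a library far from the other 4. For libraries of like kind, chance alone gives about 3.8 (1 in 20). These 5 are different times, so that a change over time can also set a library apart, and the groups share libraries. In Pietrain, the 24 hpi library stood apart in the median log2 ratio to 0 h of alveolar macrophage markers (-4.315), inflammatory cytokines and NF-kB targets (-2.71), proton pump subunits (0.85) and the genes of S3 Table (0.61). In Duroc, the 24 hpi library stood apart in the medians of interferon-stimulated genes (2.84), proton pump subunits (0.515), homologous recombination (0.78), JAK-STAT signaling (-0.68), focal adhesion and matrix (-1.48) and fibroblast markers (-1.22). The 12 hpi Duroc library stood apart by its total counts (23052525) and the 3 hpi Duroc library by its number of gene entries with a read (17590). The 6 neighbouring genes of S3 Table on chromosome 6 had a median of 3405 normalized counts in the 24 hpi Pietrain library and 1699 in the 9 hpi Duroc library, far from the other libraries of each breed.

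The change from 0 h differed between the breeds for IL1B2 (8.36 on the log2 scale; outside the naming rule and named after its values were seen), IL1B (7.06), ACOD1 (7.06), CCL4 (6.06) and CCL3L1 (5.18), each higher in Duroc. CCL4 (6.16) and CCL3L1 (5.31) were not called without the 6 hpi Pietrain library, nor CCL3L1 without the 12 hpi Pietrain library (5.02). Lists with a higher change in Duroc were the immune genes the paper names (median 3.64, adjusted p = 1.06e-19, and adjusted p = 0.0648 with an estimated correlation) and metallothioneins (2.63, adjusted p = 1.88e-06, and adjusted p = 0.0648 with an estimated correlation). The same held for inflammatory cytokines and NF-kB targets (1.32, adjusted p = 8.85e-17, and adjusted p = 0.124 with an estimated correlation), MHC class II presentation (1.43, adjusted p = 4.46e-05, and adjusted p = 0.266 with an estimated correlation) and interferon-stimulated genes (0.80, adjusted p = 0.00048, and adjusted p = 0.544 with an estimated correlation). Of the cell markers, those of monocytes (1.46, adjusted p = 2.94e-07, and adjusted p = 0.0925 with an estimated correlation), alveolar macrophages (1.31, adjusted p = 0.000108, and adjusted p = 0.331 with an estimated correlation), neutrophils (1.18, adjusted p = 0.00773, and adjusted p = 0.159 with an estimated correlation) and dendritic cells (1.27, adjusted p = 0.0899, and adjusted p = 0.446 with an estimated correlation) had a higher change in Duroc. So had the genes of S4 Table (1.38, adjusted p = 3.49e-11, and adjusted p = 0.162 with an estimated correlation) and apoptosis genes (0.485, adjusted p = 0.0853, and adjusted p = 0.331 with an estimated correlation), and the DC maturation list passed in this direction with a median of -0.069 (adjusted p = 0.0736, and adjusted p = 0.266 with an estimated correlation).

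Lists with a lower change in Duroc were smooth muscle and pericyte markers (-1.345, adjusted p = 2.82e-07, and adjusted p = 0.127 with an estimated correlation), fibroblast markers (-0.41, adjusted p = 0.0241, and adjusted p = 0.544 with an estimated correlation) and oxidative phosphorylation (-0.52, adjusted p = 0.000336, and adjusted p = 0.544 with an estimated correlation). The others were proton pump subunits (-0.48, adjusted p = 0.00249, and adjusted p = 0.331 with an estimated correlation), heat shock proteins (-0.37, adjusted p = 0.0765, and adjusted p = 0.331 with an estimated correlation), endocytosis and phagosome trafficking (-0.30, adjusted p = 0.0405, and adjusted p = 0.295 with an estimated correlation) and ER translocation and the unfolded protein response (-0.27, adjusted p = 0.0765, and adjusted p = 0.561 with an estimated correlation). The lists of immune genes and of S4 Table were chosen by the study and are not independent evidence. Nor is that of inflammatory cytokines and NF-kB targets, which shares IL1B, IL1A, IL6, TNF, CXCL2, CCL3L1, CCL4 and CCL20 with the immune genes. The same holds for MT1A and MT3 of the metallothionein list, which are in S4 Table. Besides these, that list held SLC30A1.

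Genes that the paper does not discuss were higher in the infected libraries of both breeds than at 0 h: CYP1A1 (4.75 on the log2 scale), CYP1A2 (4.36), TRIM9 (3.45), PENK (2.75) and RHPN2 (1.395). CYP1A1, an enzyme that oxidizes aromatic compounds, rose from 129.7 normalized counts in Pietrain and 165.1 in Duroc to between 556.1 and 7235 and between 779.9 and 7656 (edgeR, standard error 0.87, adjusted p = 0.0503). CYP1A2, its neighbour on chromosome 7, had an adjusted p of 0.0829, and TRIM9, PENK and RHPN2 had 0.057, 0.0779 and 0.0971. Without the 12 hpi Duroc library none of the 5 was called (4.66, 4.24, 3.37, 2.67 and 1.40). Without the 12 hpi Pietrain library this held for CYP1A2 (4.30), TRIM9 (3.34), PENK (2.73) and RHPN2 (1.45), without the 6 hpi Pietrain library for CYP1A2 (4.37), PENK (2.81) and RHPN2 (1.34), and without the 6 or 9 hpi Duroc library for RHPN2 (1.37 and 1.42).

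The 6 neighbouring genes on chromosome 6 rose and fell in step, most of all at 24 hpi in Pietrain and 9 hpi in Duroc. In these libraries their read counts lay closer together than 6 separate counts would by counting error alone (chi-square 0.103 and 0.613 on 5 degrees of freedom), which argues against 6 genes that each changed their own transcript level. The next 2 genes on the side of lower positions were also highest in these libraries. RPL18 inside the block (13981 reads) and SPHK2 beyond it (613 reads) did not rise with them at 9 hpi in Duroc. There their reads were the fewest of the Duroc libraries before scaling for depth, but not after it. Both were highest of the Pietrain libraries at 24 hpi (21165 and 851 reads). Reads of 1 source, counted at each of the genes, may account for the pattern, and this stays open, since the way overlapping genes were counted is not given in the sources used here. A rise of that source itself between the breeds and times was not tested.

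In the counts used here, the opposite change of IL1B and chemokines in Pietrain and Duroc rests on 1 library per breed at 0 h. The paper also shows Real Time PCR profiles of IL1B, which were not analysed here. An exchange of the 0 h libraries is argued against by the genes that differ between the breeds after infection, of which 87.3% had the same direction at 0 h. More monocytes and macrophages in the Pietrain cells at 0 h are argued against by their markers, with a median log2 ratio of Pietrain to Duroc of -1.07. An activated state of the Pietrain cells at 0 h and a breed difference in the response to the virus may each account for the pattern and were not tested.

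The immune genes fell in Pietrain while markers of monocytes and macrophages fell too. Across the 5 times the medians of both groups differed by at most 0.597 in size (-0.597 at 6 hpi), within the SD of the markers at each time. This SD is that of single markers and allows a wide gap between medians. The study chose the immune genes on these libraries. The leukocyte gene PTPRC fell with them at 24 hpi (-4.428) but not at 9 hpi (0.094). A loss of these cells from the Pietrain culture may account for the fall of the immune genes as a group, but PTPRC does not bear it out at 9 hpi. The medians do not speak for each gene. IL1B had log2 ratios of -3.11, -3.90 and -6.00 at 9, 12 and 24 hpi, against marker medians of -0.842, -1.548 and -4.315 (SD 0.777, 0.972 and 1.886). The paper states that alveolar macrophages were washed out of the lungs before the cells were isolated, so that any in the culture would be those left after this step. A fall of transcription within the cells, through PRRSV or time in culture, would give the same medians and stays open.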

How the results depend on the processing

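The comparison without the 24 hpi libraries, GAPDH as the lone reference gene, the use of 1 entry per group that shares reads, the list tests between the breeds and the use of 1 covariance matrix were chosen after the results had been seen. The alternative with GAPDH and HPRT1 as reference genes was not run, since HPRT1 has no entry in the count table used here.

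Genes called higher and lower by edgeR were 2 and 132 in Pietrain, 1 and 13 in Duroc, 6 and 41 over both breeds, 5 and 0 for the breed difference, 73 and 257 for the Pietrain trend, 5 and 18 for the Duroc trend and 845 and 597 between the breeds, of 1473, 1034, 1616, 972, 2165, 2570 and 3710 genes with an unadjusted p under 0.05. DESeq2 called 38 and 196 in Pietrain, 23 and 32 in Duroc, 47 and 125 over both breeds, 59 and 9 for the breed difference, 178 and 544 for the Pietrain trend and 173 and 417 for the Duroc trend. limma-voom called 5 and 84 in Pietrain, 0 and 10 in Duroc, 0 and 10 over both breeds, 0 and 0 for the breed difference, 45 and 203 for the Pietrain trend and 0 and 7 for the Duroc trend. Without the time trend, edgeR called 0 and 0 in Pietrain, 0 and 9 in Duroc, 0 and 4 over both breeds and 0 and 0 for the breed difference. Scaled by total counts, edgeR called 0 and 221 in Pietrain, 11 and 0 for the breed difference, 50 and 151 for the Pietrain trend and 2 and 5 for the Duroc trend. Scaled by TMM, it called 1 and 132 in Pietrain and 2 and 6 for the Duroc trend. Among genes with a mean normalized count of at least 10, it called 1 and 112 in Pietrain, 0 and 10 in Duroc, 0 and 25 over both breeds, 0 and 0 for the breed difference and 1 and 6 for the Duroc trend. At an adjusted p of at most 0.05 with no fold criterion, it called 0 and 82 in Pietrain, 0 and 13 in Duroc, 0 and 15 over both breeds, 3 and 0 for the breed difference, 27 and 142 for the Pietrain trend and 2 and 6 for the Duroc trend. With hours in place of log2 hours, it called 223 and 620 for the Pietrain trend and 906 and 798 for the Duroc trend. Without the 24 hpi library of both breeds, it called 134 and 409 in Pietrain, 182 and 93 in Duroc, 251 and 193 over both breeds, 138 and 36 for the breed difference, 248 and 614 for the Pietrain trend and 49 and 61 for the Duroc trend. Groups of calls not listed for a setting stayed within 1.5 times, and between the breeds this held for every setting run, with time as a block and all 12 libraries included. The cause was not tested, apart from the fewer libraries and genes that some settings leave.

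With each infected library left out in turn (leave-one-out), the calls ranged from 0 (without Pietrain 6 hpi) to 22 (Pietrain 3 hpi) higher and 77 (Pietrain 12 hpi) to 280 (Pietrain 3 hpi) lower in Pietrain, 1 (without Pietrain 6 hpi) to 8 (Pietrain 24 hpi) higher and 11 (Duroc 6 hpi) to 30 (Duroc 3 hpi) lower in Duroc, 0 (without Duroc 12 hpi) to 43 (Pietrain 3 hpi) higher and 16 (Pietrain 12 hpi) to 153 (Pietrain 3 hpi) lower over both breeds, 3 (without Pietrain 6 hpi) to 37 (Pietrain 3 hpi) higher and 0 (Pietrain 6 hpi) to 4 (Duroc 24 hpi) lower for the breed difference, 12 (without Pietrain 24 hpi) to 154 (Duroc 24 hpi) higher and 62 (Pietrain 24 hpi) to 382 (Duroc 24 hpi) lower for the Pietrain trend, 0 (without Duroc 24 hpi) to 881 (Duroc 3 hpi) higher and 0 (Duroc 24 hpi) to 746 (Duroc 3 hpi) lower for the Duroc trend and 709 (without Pietrain 6 hpi) to 952 (Pietrain 3 hpi) higher and 521 (Pietrain 6 hpi) to 706 (Pietrain 3 hpi) lower between the breeds. The lone 0 h library of a breed is assumed to vary like the infected ones.

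With an estimated correlation between genes in place of the preset 0.01, the lists past the threshold changed: 6 up and 13 down in Pietrain became 0 and 6, 5 up and 5 down in Duroc became 0 and 0, 4 up and 14 down over both breeds became 0 and 1, 12 up and 7 down for the breed difference became 3 and 0, 4 up and 10 down for the Pietrain trend became 0 and 4, 4 up and 15 down for the Duroc trend became 0 and 0 and 12 up and 5 down between the breeds became 3 and 0. With TMM all these counts stayed within 1.5 times. Lists past the threshold numbered 15 in Duroc cluster 32 and 13 in Pietrain cluster 34, and 1 and 0 against genes of like expression. The cause was not tested.

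At single times, the numbers of genes at least 2-fold from 0 h moved with the minimum count, which sets how many genes are counted. With a mean normalized count of at least 100 they were 528, 417, 528, 189 and 870 at 3, 6, 9, 12 and 24 hpi (higher in Pietrain), 535, 541, 515, 424 and 1091 at 3, 6, 9, 12 and 24 hpi (lower in Pietrain), 213, 567, 702, 680 and 902 at 3, 6, 9, 12 and 24 hpi (higher in Duroc), 62, 272, 360 and 526 at 3, 6, 9 and 12 hpi (lower in Duroc). With no minimum count they were 1705, 1765, 1947, 1163 and 2273 at 3, 6, 9, 12 and 24 hpi (higher in Pietrain), 2847, 2070, 2361, 1949 and 3513 at 3, 6, 9, 12 and 24 hpi (lower in Pietrain), 1182, 2434, 2530, 2505 and 3168 at 3, 6, 9, 12 and 24 hpi (higher in Duroc), 953, 1133, 1412 and 1565 at 3, 6, 9 and 12 hpi (lower in Duroc). With the 3 hpi library as reference they were 1411 and 1325 at 9 and 12 hpi (higher in Pietrain), 802 at 6 hpi (lower in Pietrain), 920 at 12 hpi (higher in Duroc). Those not given stayed within 1.5 times, as did all of them with TMM, size factors within each breed and a pseudocount of 0.1.

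With GAPDH as the reference, the log2 ratios of IL1B moved to -2.33, -2.51, -2.69 and -3.40 at 3, 6, 9 and 12 hpi in Pietrain and to 3.64 at 12 hpi in Duroc, and the other 5 stayed within their counting interval. BIC chose 3 expression clusters in each breed, 6 in Pietrain and 7 in Duroc with centred profiles, and 45 and 41 with 1 covariance matrix for all clusters. The models with a covariance for each cluster could be fitted for at most 3 clusters without centring, which limits their number to 3, and at most 45 were tried. Why the numbers differ beyond this was not tested.

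Without the 24 hpi library of both breeds or of Duroc alone, values of named genes reversed in Duroc: ATP6V1F to -0.020 against 0 h, and the trends of DDX58 to -0.103, IFIT1 to -1.57 and -1.56, and IFIT2 to -1.35. In Pietrain, the trend of SULT2B1 reversed to -0.732 without the 24 hpi library of both breeds and -0.741 without that of Pietrain. These trends are then fitted to 3 to 12 hpi but are still given as the log2 change from 3 to 24 hpi. With other libraries left out in turn, the values reached up to 0.26 for ATP6V1F (without Duroc 9 hpi), 4.91, 6.97 and 6.66 for DDX58, IFIT1 and IFIT2 (without Duroc 3 hpi) and 12.68 for SULT2B1 (without Pietrain 3 hpi). The values of named genes that kept direction and side of the threshold, fell short of it or newly passed it numbered 261, 12 and 0 with TMM, 195, 25 and 2 with total counts, 211, 5 and 6 with DESeq2, 170, 52 and 0 with limma-voom, 184, 38 and 0 at a mean normalized count of at least 10, 39, 57 and 0 without the trend, 51, 2 and 3 with hours in place of log2 hours, 189, 18 and 10 without the 24 hpi libraries and 1995, 193 and 27 with each library left out. None of the 214 changed with 1 entry per group that shares reads. Total counts moved the median of all genes by -0.196 in Pietrain, 0.167 in Duroc, 0.363 for the breed difference, 0.101 and 0.2 for the trends and 0.136 between the breeds, and changes are to be read relative to these.

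Depth limits the genes with few reads: a count of 0 in the smallest library, of 10123729 counts, leaves up to 5.98 normalized counts. In simulated data 1.5% of genes with a log2 change of 1 were called in Pietrain and 6% in Duroc, so that changes of this size were mostly missed.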

Differences from the paper's values

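The comparison without the 24 h libraries, the use of 1 covariance matrix for all clusters and the reading of the other covariance models were chosen after the results had been seen.

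The paper tests each time point against 0 h, while here the mean of the infected libraries of a breed was tested against 0 h at the paper's thresholds. For up-regulated Pietrain genes the paper's value is 37 and the value here is 2. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times (38), while TMM (1), total counts (0), a mean normalized count of at least 10 (1), limma-voom (5), the model without a trend (0), an adjusted p of at most 0.05 with no fold criterion (0) and each library left out in turn (0 to 22) did not. For all differently expressed Duroc genes the paper's value is 227 and the value here is 14, and none of the alternatives set before came within 1.5 times, with DESeq2 highest (55). For up-regulated Duroc genes the paper's value is 187 and the value here is 1, and none of these alternatives came within 1.5 times, with DESeq2 highest (23). For down-regulated Duroc genes the paper's value is 40 and the value here is 13. DESeq2 (32) and the tests without the 24 hpi Pietrain library (27) or without the 3 hpi Duroc library (30) came within 1.5 times, and the other alternatives set before did not (9 to 24). Without the 24 h libraries of both breeds, chosen after seeing the values, 182 Duroc genes were higher and 93 lower. This comes within 1.5 times of the paper's number of up-regulated and of all Duroc genes and exceeds that of down-regulated ones by more. In Pietrain the same setting called 134 genes higher and 409 lower, against 37 and 131 in the paper and 2 and 132 with all libraries. It leaves 9 of the 17 Duroc genes of S3 Table and 5 of the 14 Pietrain genes of S4 Table not called, so that 8 and 9 were called. With all libraries, 0 of these Duroc genes and 6 of these Pietrain genes were called over the infected libraries, against 4 and 6 with DESeq2. Of the Duroc genes 3, 1, 4, 2 and 1 were called without the 3, 9 or 24 hpi Pietrain or the 3 or 24 hpi Duroc library, and of the Pietrain genes 7 were called with total counts and 9, 8 and 7 without the 3 or 9 hpi Pietrain or the 24 hpi Duroc library. Fewer of the Pietrain genes were called without a trend (0), with limma-voom (4), at a mean normalized count of at least 10 (4) and without the 6 (5), 12 (4) or 24 hpi (5) Pietrain library.

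For the number of expression clusters the paper's values are 37 in Pietrain and 35 in Duroc, and the values here are 3 and 3. The alternative set before, centred profiles, gave 6 and 7 and did not come within 1.5 times. With 1 covariance matrix for all clusters, chosen after seeing the values, the numbers were 45 and 41. The other models with 1 covariance for all clusters, read after seeing the values, had their highest BIC at 45 and 42 in Pietrain and 43 and 44 in Duroc, and with centred profiles all 5 models with a lower BIC than the chosen one had theirs at 32 to 44 in Pietrain and 42 to 45 in Duroc. These numbers lie within 1.5 times of the paper's, but at most 45 clusters were tried, so that no number too high for this could come out, and those at 45 are lower limits.

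The paper describes a smaller number of down-regulated Pietrain genes at 3 hpi that grows until 24 hpi. Here 1548, 1345, 1456, 1110 and 2310 genes were at least 2-fold lower at 3, 6, 9, 12 and 24 hpi, so that the number at 24 hpi was the highest and that at 3 hpi was not the lowest. The 3 hpi Pietrain library is the smallest, with 10123729 counts. At a mean normalized count of at least 100 its number was close to those at 6 and 9 hpi and above that at 12 hpi. It describes a constant number of up-regulated Pietrain genes over time, and here 948, 825, 879, 489 and 1328 genes were at least 2-fold higher. For Duroc it describes a high up-regulation at 3 hpi that is much reduced by 24 hpi, and here 537, 1331, 1427, 1432 and 1914 genes were at least 2-fold higher, fewest at 3 hpi and most at 24 hpi. These numbers rest on a fold and a minimum count and not on the paper's test. For Duroc the paper reports a decline of up-regulated immune genes from 3 to 24 hpi, and its summary refers to their number. The trend of a single gene, given here, is another measure and does not test that number. The genes named there are CCL4, CXCL2, IL1B, CXCL10 and CCL8. The trends of 4 of these 5 were below 0 and did not pass the test, with -2.22 for CCL4, -1.05 for CXCL2, -4.08 for IL1B and -2.13 for CCL8, while CXCL10 rose by 6.01, and by 7.13 at the other entry of this symbol (edgeR, adjusted p = 0.018), though neither was called without the 24 hpi Duroc library (1.87 and 1.70). The log2 ratios of all 51 entries of S3 and S4 Tables had the direction that the paper gives.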

Other observations

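The split of the libraries and the test of the matrix transcripts were chosen after the results had been seen, and the other tests of this part were set beforehand.

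In the infected libraries of both breeds, 41 genes were lower and 6 were higher than at 0 h (edgeR, mean of both breeds). Of 21 immediate early genes, 6 fell, none rose and 15 did not pass the test (11 lower when adjusted over the list alone), among them EGR3 (-4.37), EGR2 (-2.29), EGR1 (-1.91) and JUNB (-1.73). The list had a median of -1.01 (adjusted p = 1.89e-25, and adjusted p = 0.104 with an estimated correlation). TGM2, which crosslinks matrix proteins, fell by 1.58, and the monocyte genes LYZ and S100A8 fell by 1.63 and 1.21. The lower genes numbered 153, 19, 16 and 107 without the 3, 6, 12 and 24 hpi Pietrain library and 144, 21 and 17 without the 3, 9 and 12 hpi Duroc library. The higher genes numbered 43, 2, 1 and 41 without the 3, 6, 12 and 24 hpi Pietrain library and 26, 0 and 12 without the 3, 12 and 24 hpi Duroc library, while with all libraries 1616 genes had an unadjusted p under 0.05 and DESeq2 and limma-voom called 47 and 0 higher. S100A8 was not called without the 12 or 24 hpi Pietrain or the 9 or 12 hpi Duroc library (-1.17 to -0.93).

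Over both breeds, interferon-stimulated genes had a median of 0.875 with none of 30 called (adjusted p = 6.79e-08, and adjusted p = 0.356 with an estimated correlation), and of 8 monocyte markers 3 fell, or 4 over the list alone, with a median of -1.04 (adjusted p = 1.11e-10, and adjusted p = 0.0912 with an estimated correlation). SR proteins and splicing regulators had a median of 0.38 in Pietrain (adjusted p = 0.0186, and adjusted p = 0.337 with an estimated correlation) and 0.49 in Duroc (adjusted p = 0.000762, and adjusted p = 0.375 with an estimated correlation), with none of 17 called over all genes or over the list alone. Heat shock proteins had 0.45 in Pietrain (adjusted p = 0.00893, and adjusted p = 0.153 with an estimated correlation) with none of 12 called. Of 7 genes of PRRSV entry, 1 fell in Pietrain over all genes and over the list alone, with a median of -0.61 (adjusted p = 0.0367, and adjusted p = 0.153 with an estimated correlation), and the median in Duroc was -0.51 with 1 lower over the list alone (adjusted p = 0.0077, and adjusted p = 0.209 with an estimated correlation). Apoptosis genes had -0.225 in Pietrain with 1 of 19 lower and 3 over the list alone (adjusted p = 0.068, and adjusted p = 0.256 with an estimated correlation). Of 9 genes of DC maturation, 1 fell in Pietrain over all genes and over the list alone, with a median of -0.46 (adjusted p = 0.00893, and adjusted p = 0.118 with an estimated correlation). Markers of smooth muscle and pericytes had a median of -1.04 in Duroc with none of 7 called and 4 lower and 1 higher over the list alone (adjusted p = 4.33e-08, and adjusted p = 0.209 with an estimated correlation). Neutrophil markers had -1.39 in Pietrain with 1 of 4 lower and 3 over the list alone (adjusted p = 0.000176, and adjusted p = 0.0724 with an estimated correlation). Cell cycle genes had a trend from 3 to 24 hpi of 0.66 in Pietrain with 1 of 19 higher and 3 over the list alone (adjusted p = 0.00957, and adjusted p = 0.63 with an estimated correlation) and 0.62 in Duroc with none called and 4 over the list alone (adjusted p = 0.0246, and adjusted p = 0.528 with an estimated correlation). Genes of homologous recombination had 0.83 with none of 18 called (adjusted p = 0.00574, and adjusted p = 0.402 with an estimated correlation) and 0.91 with none called and 1 over the list alone (adjusted p = 0.000404, and adjusted p = 0.271 with an estimated correlation), and in Duroc their median log2 ratio to 0 h was 0.777 at 24 hpi against -0.186 to -0.012 at the other times. Genes of MHC class I presentation (adjusted p = 0.736 in Pietrain and 0.795 in Duroc), ER translocation and the unfolded protein response (0.173 and 0.45), glycolysis and hypoxia (0.227 and 0.485) and the markers of dendritic cells (0.189 and 0.485), endothelium (0.14 and 0.217) and T and NK cells (0.227 and 0.181) did not pass in either breed against 0 h. Too few markers of mesothelium, B and plasma cells, erythroid cells and type I and III interferons had a mean normalized count of at least 10 for a list test. Of 6 DC markers with an entry, XCR1 had 35.92 to 377.9 normalized counts in the Pietrain libraries and 597.7 to 1636 in the Duroc libraries, TCF4 had 175.4 to 298.5 and 126.2 to 209.2, ITGAX had 1.24 to 9.77 and 5.29 to 25.7 and BATF3 had 1.83 to 9.57 and 0.86 to 14.12. The other 2, FLT3 and CLEC9A, had at most 0.977 in Pietrain and 3.44 in Duroc.

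With the 10 infected libraries split by breed, 1442 genes were called between the groups, against at most 244 in 99 other splits of 5 and 5 libraries. The 5 libraries of a breed come from 1 pool, and a split that mixes the pools adds their difference to the spread. The comparison therefore cannot decide whether the pools differ by chance. The split tells the pools apart and not the breeds, since each breed is 1 pool.

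Matrix and smooth muscle transcripts stood among the most abundant at 0 h. If they came from the monocytes and macrophages, they would differ between the breeds as the markers of these cells do. The fibroblast markers had a median log2 difference of -0.14 between infected Duroc and Pietrain libraries (SD 0.81 over 11 markers), while those of monocytes and macrophages had 2.74 (SD 1.43 over 17 markers). This argues against this source for the fibroblast markers, while smooth muscle markers were not part of the test. Fibroblasts and smooth muscle cells among the cultured cells are a candidate source, as a hypothesis from the same data that this test does not decide. No marker of DCs served in that test, and the paper reports CD11c, the product of ITGAX, on most of the cells by flow cytometry (S1 File), which was not analysed here.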
